# Inference and interrogation of a coregulatory network in the context of lipid accumulation in *Yarrowia lipolytica*

**DOI:** 10.1038/s41540-017-0024-1

**Published:** 2017-08-11

**Authors:** Pauline Trébulle, Jean-Marc Nicaud, Christophe Leplat, Mohamed Elati

## Abstract

Complex phenotypes, such as lipid accumulation, result from cooperativity between regulators and the integration of multiscale information. However, the elucidation of such regulatory programs by experimental approaches may be challenging, particularly in context-specific conditions. In particular, we know very little about the regulators of lipid accumulation in the oleaginous yeast of industrial interest *Yarrowia lipolytica*. This lack of knowledge limits the development of this yeast as an industrial platform, due to the time-consuming and costly laboratory efforts required to design strains with the desired phenotypes. In this study, we aimed to identify context-specific regulators and mechanisms, to guide explorations of the regulation of lipid accumulation in *Y. lipolytica*. Using gene regulatory network inference, and considering the expression of 6539 genes over 26 time points from GSE35447 for biolipid production and a list of 151 transcription factors, we reconstructed a gene regulatory network comprising 111 transcription factors, 4451 target genes and 17048 regulatory interactions (YL-GRN-1) supported by evidence of protein–protein interactions. This study, based on network interrogation and wet laboratory validation (a) highlights the relevance of our proposed measure, the transcription factors influence, for identifying phases corresponding to changes in physiological state without prior knowledge (b) suggests new potential regulators and drivers of lipid accumulation and (c) experimentally validates the impact of six of the nine regulators identified on lipid accumulation, with variations in lipid content from +43.2% to −31.2% on glucose or glycerol.

## System biology: gene regulatory network for lipid production

Bioinformatics allow us to get new insight in yeast gene regulation for the biological production of lipid-derived industrial compounds. This work, led by Jean-Marc Nicaud and Mohamed Elati from the INRA and University of Evry, aimed to identify the gene regulatory network and new regulatory elements associated with lipid production in *Yarrowia lipolytica*, a yeast of industrial interest. Using context-specific gene expression data and a data mining approach, the team was able to build a model of gene regulation from which they identified the main regulators as well as the cooperative relationships between them. These predictions were then confirmed experimentally. Additionally, the team managed to determine different stages of lipid production using a new measure of regulator activity: the influence. These tools will be useful to model and design industrial yeast for various applications.

## Introduction

*Yarrowia lipolytica* is a non-pathogenic dimorphic ascomycetous yeast that has been used by scientists for fundamental and applied studies^1, 2^ and for its utility as an industrial platform for the production of lipid-derived compounds.^3–6^ Indeed, *Y. lipolytica* can grow in hydrophobic environments, using complex hydrocarbons, hydrophobic substrates (e.g., n-alkanes, fatty acids) and cheap industrial by-products as substrates.^7^ This species has also been engineered to extend the variety of substrates it can use, and it can now grow on biomass products, such as cellobiose and raw starch.^8, 9^ Metabolically, this yeast tends to store lipids under conditions of nitrogen limitation, an adaptation favoring survival in the face of nutrient deficiency developed during the course of evolution and providing interesting possibilities for use as an industrial platform. Several potential uses of this yeast have been considered, but its metabolism has been studied principally for its potential to produce various compounds through fatty-acid metabolism, including lipids, unusual fatty acids, aromas, dicarboxylic acid or TCA-cycle intermediates, such as succinic acid and 2-ketoglutaric acid.^4, 10–13^ A broad range of tools has also been developed and validated for efficient genetic engineering in *Y. lipolytica*.^14–17^ Safety assessments have been carried out, and this species has been classified as generally regarded as safe of use (GRAS),^18^ making it ideal for use in industrial biotechnology.^3, 19^ However, we currently know very little about the regulators involved in lipid accumulation of *Y. lipolytica*. This lack of knowledge is limiting the development of this yeast as a metabolic engineering platform, as it remains time-consuming and costly to develop strains with the desired phenotype. Gene regulatory networks (GRNs) can be seen as the interface through which genotype-environment interactions give rise to the phenotype. Indeed, GRNs act like the “operating system” of the cell, adjusting its behavior to external conditions and causing changes in the amounts of transcripts, protein concentrations and metabolic fluxes, through the actions of effector molecules, such as transcription factors (TFs) or other proteins (e.g., phosphatases and kinases involved in post-transcriptional modifications). Regulatory networks are therefore of great importance, to provide insight into the adaptive behavior of living systems in a condition-specific manner whilst making it possible to predict the state of the cell and its responses to environmental constraints.

However, the systematic characterization of GRNs is not always straightforward, as little is known about most of these networks, and they are often highly interconnected. The existing research tools for regulatory network reconstruction^20, 21^ and interrogation^22^ have greatly contributed to our understanding of biological systems. Such networks were especially obtained for well known model organism such as *Saccharomyces cerevisiae*.^23–26^ The difficulty lies in the growing gap between high-throughput biological data production and the mathematical models and analytical tools used to derive a systems context from the data. These networks are usually reverse engineered from large-scale transcriptomic samples and evidence of physical interactions (ARACNE,^27^ WGCNA,^28^ GENIE3,^29^ LICORN^30^). Our reverse engineering approach, Hybrid- learning co-operative regulation networks (h-LICORN),^30, 31^ combine a data mining technique and a numerical linear regression to effectively infer GRN (see Materials and Methods) and is original principally in terms of the incorporation into the model of the cooperativity between co-regulators, rendering it more relevant for the comprehension of complex phenotype that are likely to be regulated by several regulators rather than by a single one, as shown by us and others in the yeast *S. cerevisiae*,^30, 32^ as well as in human.^31, 33^

In this work, we aimed to identify regulators and transcriptional programs associated with lipid accumulation, to improve our understanding of this process and to identify candidate regulators able to alter the phenotype of this yeast. We inferred a network from transcriptomic data during lipid accumulation and interrogated it, to highlight context-specific regulation and for the experimental validation of some of the candidates identified. One key breakthrough in the exploration of these networks was the shift of focus from the expression of regulators to their influence, through evaluations of the expression of target genes,^33, 34^ with the aim of detecting master regulators.

## Results

### Coregulatory network assembly in the context of lipid accumulation

We reconstructed a coregulatory network from our GSE35447 transcriptomic data set, deposited in NCBI Gene Expression Omnibus database^35^ (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE35447). These data were generated with the Agilent platform (A-GEOD-15177—Agilent-031148 *Yarrowia lipolytica* V2) and correspond to 80 samples taken during a time-course experiment in which Carbon/Nitrogen (C/N) ratio was increased to induce nitrogen-limiting conditions and lipid accumulation. Lipid yield and content are dependent on the nature of nutrient limitation. N limitation is the most widely used to induce lipid production, as it gives the best conversion yield with glucose.^36^ Samples were obtained from a D-stat culture, where the dilution rate was kept constant while one of the cultivation parameter (temperature, C/N ratio) was modulated at a constant rate),^37^ at 26 different time points, for three biological replicates. The data for 6539 genes were normalized (see Materials and Methods) then processed by CoRegNet (Bioconductor package) to produce a genome-wide regulatory network. 

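The arrays of phases I and IV were analysed here, 40 in all, and those of the reference state and of phases II and III were not used here. Phase I was represented by 3 time points (123.67, 131.58 and 135.58 h) with 10 arrays, and phase IV by 10 time points (166.08 to 190.08 h) with 30 arrays. Each time point had 3 replicates, and replicate 1 at 123.67 h had been hybridised again and was averaged with its repeat. The paper calls the replicates biological in its results but also technical, there and in its methods, so they were not taken as independent cultures, and the time point was the unit of the comparison between phases. Fig. 1 marks 190.08 h as residual nitrogen, and this time point was kept in phase IV as in the paper. Its deposited label gives a feed ratio near that of the start of the experiment, and the numbering of its 3 arrays does not follow their titles, so 1 of them being from another sample is not excluded; the 3 correlated with each other at 0.991 to 0.996. The arrays lay on 5 slides of 8 arrays, and each slide held arrays of both phases. Each array carried 14293 probes for the 6539 genes. For each spot the authors deposited the scanner signal and its local background, both on a linear intensity scale, and for each probe a log2 value that they had corrected by normexp with an offset of 10 and scaled between arrays in limma. The same steps were applied here to the mean signal of each spot, so that flagged spots could be left out after the correction and single spots traced. The probes of a gene were averaged. A probe was kept when it was well above background on all arrays of at least 1 time point, which left 13654 probes of 6407 genes and removed 132 genes. The median signal of an array was between 12.05 and 42.3 times its local background in phase I (median 17.1) and between 10.4 and 42.2 times in phase IV (median 28.2). Between 86.3% and 92.3% of the probes were well above background on the arrays of phase I, with a median of 88.3%, and between 86.3% and 97.2% on those of phase IV, with a median of 94.2%. These percentages also count 29 probes for foreign genes. Across all arrays, 0 spots were saturated. The number of arrays and time points limits the precision of every value.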

Briefly, CoRegNet is a workflow that use the h-LICORN algorithm^31^ to mine candidates GRNs set of co-activators and co-inhibitors for each genes. Various types of evidence, such as protein–protein interactions (PPI), can then be incorporated to support cooperative interactions into a score of validated interactions. Candidates GRNs are then evaluated on their ability to describe the gene expression data and their evidence score. Once the best GRN had been selected, a cooperative network is reconstructed, based on the shared TF targets, making it possible to identify coregulatory relationships solely on the basis of the gene expression data provided. We improved the reliability of the inferred network by running CoRegNet with a minCoRegSupport parameter of 0.2 and a curated list of 151 TFs identified by our team from previous studies, homology and sequence analyses. PPI for *Y. lipolytica* were downloaded from the STRING database,^38^ which provide interactions based on either experimentation, homology with better known organism such as *S. cerevisae*, or prediction. These evidences were therefore incorporated into the network (*P*-value = 3.12e-42). The resulting network (**YL-GRN-1**) contains 111 transcription factors, 4451 target genes and 17,048 regulatory interactions. Further information about network inference is available in Materials and Methods. The association between gene name and official common name is provided in Supplementary Table 1.

### TF activity over nitrogen limitation highlights specific patterns during lipid accumulation

From YL-GRN-1, sample-specific TF activity can be estimated through its targets expression. We proposed a measure, the TF influence, to assess its activity. This measure is based on a Welch’*t*-test between the expression of the activated and repressed targets genes in a given samples (more details in Materials and Methods). TF influence was shown robust to noise^33^ and can be used to decrease the dimensionality of the data, thereby facilitating the visualization of patterns through an integrative view accessible in the CoRegNet package. TF influence was calculated for replicate means, to obtain a single value for each of the 26 time-point that was representative of the variability between the three technical replicates. 

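In phases I and IV, the spread between the 3 replicates of a time point differed between time points. Over the genes, the median SD between replicates was 0.10 (log2) at 123.67 h, 0.34 at 131.58 h and 0.19 at 135.58 h, and between 0.10 and 0.25 at the 10 time points of phase IV. The repeat hybridisation of replicate 1 at 123.67 h differed from that replicate by a median of 0.086 (log2). The 39 pairs of replicates of the same time point differed by 0.12 to 0.64, with a median of 0.20, and 0 of these pairs differed by less than the repeat. To see whether a replicate number linked arrays of different time points, the deviations of each array from its time-point mean were correlated across genes, which are not independent replicates. Arrays with the same replicate number had a median r of 0.0562 (234 pairs of arrays), and arrays with other numbers had a median r of -0.0118 (468 pairs). Arrays of the same slide had a median r of 0.0689 (133 pairs), against 0.00280 on different slides (569 pairs).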

The TF influence heatmap generated in this way provides a visual representation of transcriptional programs.

Patterns were identified in the transcriptional program, defining several phases during the GSE35447 D-stat experiment (Fig. 1). Neither carbon nor nitrogen was limiting in the reference state (C/N ratio = 7.89), but four other phases could be defined, as follows: (a) Phase I (*t* ±  = 123.67 h, C/N ratio = 8.63) corresponds to the early response to decreasing nitrogen levels. This pattern was first observed at about *t* = 120 h, when nitrogen became limiting .^37^ This phase persisted until the C/N ratio reached 11.70. 

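Within phase I, the levels of 12 of the 6407 genes differed between 123.67, 131.58 and 135.58 h (limma's moderated F-test on the arrays, Benjamini-Hochberg adjusted p under 0.05 and a range of the time-point means of at least 1 on the log2 scale). This test sets single samples of the culture against the spread of their replicates, which the paper's methods call technical, so it can exclude measurement noise at most. For the count of 12 genes it does not, since 16 of 100 groupings of the replicates gave at least as many. An unadjusted p under 0.05 was obtained for 1244 genes, and without the threshold on the range 20 genes passed. The count rested on single replicates, since it was 26 without replicate 1, 3 without replicate 2 and 5 without replicate 3. With the replicate number as a term (replicate block) it was 11. Over all genes, the median range of the 3 time-point means was 0.32 (log2), which is close to the largest median SD between replicates. Of the TFs named in the paper, only GZF1 (YALI0D20482g) was among the 12 genes. Its level rose from 8.13 ± 0.023 (SD between replicates, n = 3) at 123.67 h to 9.27 ± 0.15 (n = 3) at 135.58 h (adjusted p = 1.43e-08 from limma).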

Below this value, nitrogen limitation triggered new regulators, leading to lipid accumulation in the second phase. (b) Phase II (*t* = 139.58 h, C/N ratio = 11.70) appeared to be associated with early adaptation to nitrogen limitation: at this stage, yeast metabolism adapts to the nitrogen limitation of the environment, so as to maintain maximal growth while performing the normal functions, despite resource limitation. This phase immediately preceded the onset of lipid accumulation, which was first detected at about 140 h. (c) During phase III (*t* = 157.58 h, C/N ratio = 20.41), many regulatory changes were observed that could be seen as a remodeling of the regulatory network to adapt from short-term nitrogen limitation to long-term nitrogen limitation. 

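From the 3 time points of phase I to the 10 time points of phase IV, 354 genes were higher and 531 were lower, of 6407 tested (limma's two-sided moderated test on time-point means, Benjamini-Hochberg adjusted p under 0.05 and a log2 change of at least 1). Without the threshold on size, the alternative that moved these counts most, 1409 genes were higher and 1596 lower. With the scanner's processed signal scaled by the 75th percentile of each array, 640 genes were higher and 520 lower, and the median change of all genes was 0.14 (log2) in place of -0.016. All time points of phase IV lay above all those of phase I for 983 genes and below them for 1200 genes. Together these were 34.1% of the genes, where a random order of the time points would give 0.699%. The time points are successive samples with phase I first, so a drift with time would part the phases too. The test on time-point means takes them as independent, so its p-values do not separate a change of phase from such a drift. Within phase IV, the levels of 2001 genes, 31.2% of those tested, differed between the samples of its time points beyond the spread of the replicates (the F-test used for phase I, with the same limit), and 1443 did when 190.08 h was left out. Of the 2001, 337 rose with time (Spearman's rho of at least 0.8) and 502 fell as steadily. They included 243 of the genes higher in phase IV than in phase I and 366 of the lower ones. The files list the genes by locus tag without a product, and the genome build of the probe coordinates is not stated. The largest rise was that of YALI0B13794g (chromosome B, probes between 1850383 and 1851282), from 6.31 ± 0.56 (SD over n = 3 time points) to 15.76 ± 0.22 (n = 10), a log2 change of 9.46 (standard error 0.19, adjusted p = 1.18e-13 from limma). It was well above background on 8 of the 10 arrays of phase I by 1 probe and on 7 by the other, and its 2 probes differed by 2.01 in their change. YALI0E27203g (chromosome E, 3224829 to 3225128) rose by 9.17. The next were YALI0D04356g with a log2 change of 8.40 (well above background on 9 of the 10 arrays of phase I by 1 probe and on 1 by the other), YALI0F25993g with 7.70 (8 of the 10 arrays by 1 probe and 4 by the other, with changes that differed by 1.11) and YALI0C05709g with 7.39. The size and order of the rises of YALI0B13794g, YALI0D04356g and YALI0F25993g rest on levels in phase I that were partly below detection. The largest measured fall was that of YALI0B09361g (chromosome B, 1272172 to 1272621), from 17.20 ± 0.12 (SD, n = 3) to 10.78 ± 1.71 (n = 10), a log2 change of -6.43 (standard error 0.89, adjusted p = 5.77e-05 from limma). YALI0B16522g changed by -6.22 (its 2 probes differed by 2.04, and 1 was well above background on 5 of the 30 arrays of phase IV), YALI0F28193g by -5.45, YALI0D12100g by -5.35 and YALI0B19800g by -5.33. The fall of YALI0B16522g rests on levels in phase IV that were partly below detection, and the order of the falls is not resolved. Of the 840 genes higher or lower that had more than 1 probe, 93 had probes whose changes differed by over 1 (log2).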

Finally, (d) phase IV (*t* = 166.08 h, C/N ratio = 30.96) corresponded to long-term adaptation to nitrogen depletion. The changes in TF influence pattern correlated with the experimental observations reported in a previous study,^37^ not only at 120 h and 140 h, but also at 165 h, which coincides with the time at which respiratory quotient and lipid accumulation reach their peak values. The experimental observations associated with lipid accumulation were therefore consistent with the estimated activity of the TFs considered here. Some TFs seemed to lose their influence or to be activated before others, suggesting a hierarchy of the response to nitrogen limitation and identifying particular TFs as potential drivers of the transition between physiological phases. For example, *YALI0E30789g*, *MGF1-*like *(YALI0B19602g)*, *MGF1* and *YALI0F21923g* were activated during phase III, whereas other TFs were not activated until phase IV.

**Fig. 1:**
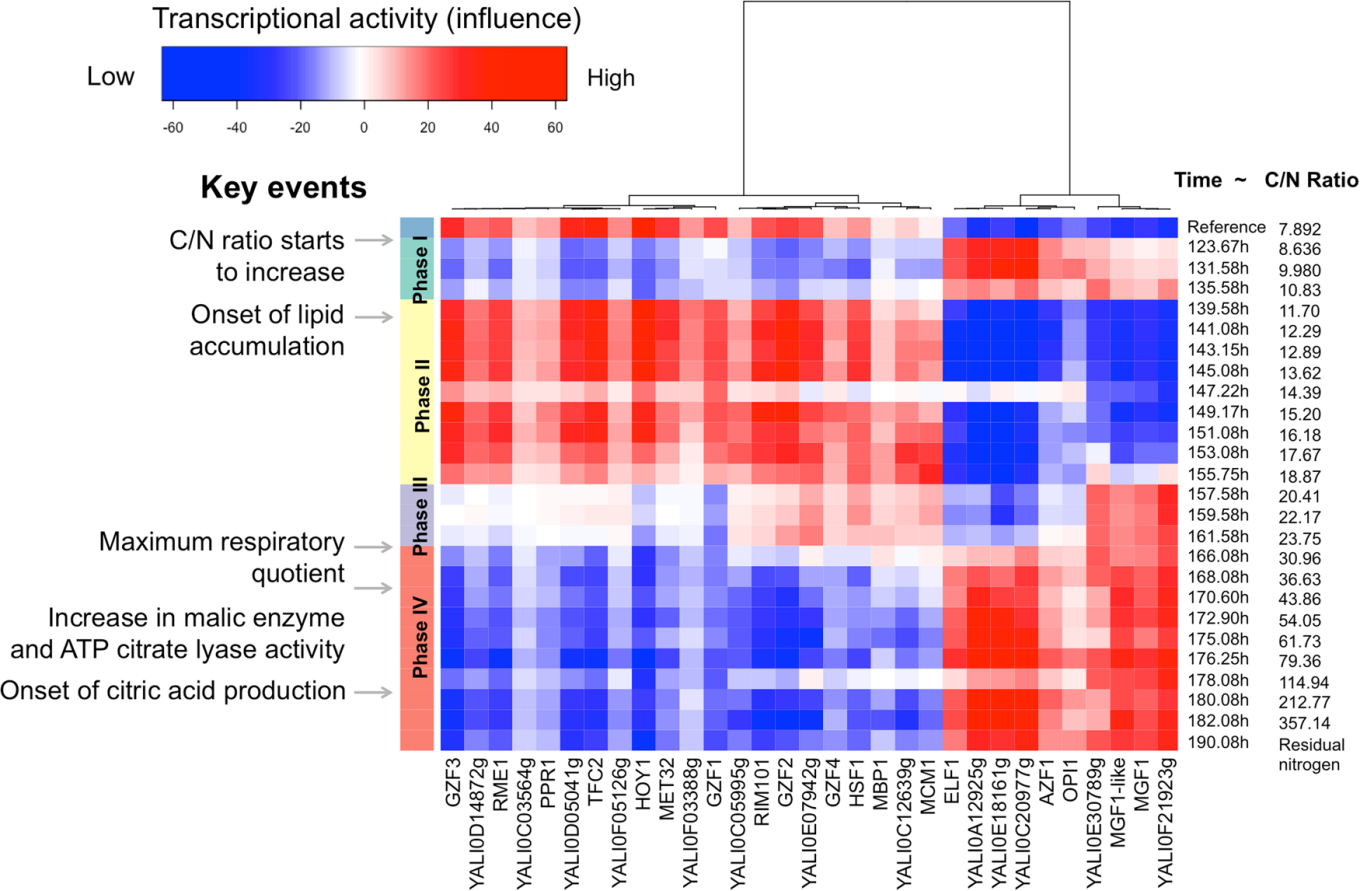
Heatmap of TF influence as a function of C/N ratio during a time-course experiment. Four main phases were identified on the basis of changes in influence pattern: phase I (*t* ±  = 123.67 h, C/N ratio = 7.89), phase II (*t* = 139.58 h, C/N ratio = 8.63), phase III (*t* = 157.58 h, C/N ratio = 20.41), and phase IV (*t* = 166.08 h, C/N ratio = 30.96). These phases are shown on the *left* in *turquoise, yellow, purple and red*, respectively. Negative and positive influences are indicated from *blue to red*, with color intensity proportional to the influence value. Time and C/N ratio are indicated on the *right*, as described by Ochoa-Estopier and Guillouet ^37^ and in the GSE35447 data set

### Identifying the most influential TFs in lipid accumulation and the master regulators of lipid-associated genes

We evaluated the importance of each TF throughout the whole experiment and the different phases, by ranking TF according to their influence, with the RobustRankAggreg R package .^39^ For each phase, TF influence was computed and ranked from positive to negative value as we considers that the regulator is active only when it activates its set of activated genes (*A* ^*r*^) and represses its set of repressed genes (*I* ^*r*^), as expected by the network reference model which is reflected by a positive Welch *t*-test value while a negative value represent the “absence” of TF activity with the repressed genes (*I* ^*r*^) more expressed than the activated genes (*A* ^*r*^). The regulator is more active when this value is higher. However, the ranking of the TF over the whole experiment was carried out using the absolute value of the TF influence to assess the impact of the TF in every phase over both their *A* ^*r*^ and *I* ^*r*^. The full rankings are shown in Supplementary Table 2. 

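The targets of YL-GRN-1 were not used here, so a stand-in for the TF influence was computed with the study's formula from targets taken by correlation. Genes with a Pearson r of at least 0.8 with the TF over the other time points counted as activated, genes with an r as strong but negative counted as repressed, and at least 10 of each were required. Of the 30 TFs of Supplementary Table 2, 28 were scored in both phases I and IV. The relations below are across TFs, which are not independent replicates, and 6 relations were computed, with a rank nearer the top counted as higher. The change of the stand-in influence from phase I to phase IV was not related to the gain in rank between these phases (Spearman's rho = -0.242, two-sided permutation p = 0.214, adjusted p = 0.214). Without replicate 2, the alternative that moved it most, rho was -0.373 (permutation p = 0.0461). The change in the level of the TF itself was lower for TFs ranked nearer the top in phase IV (rho = -0.759, permutation p = 1e-05, the smallest these permutations can give, adjusted p = 3.00e-05) and less clearly for TFs that moved toward the top from phase I to phase IV (rho = -0.378, permutation p = 0.0442, adjusted p = 0.0531). Of the TFs ranked 1 to 10 in phase IV, 9 were tested, 6 of them lower in phase IV than in phase I and 1 higher. Of those ranked 11 to 30, 14 were higher and 0 lower. The change of the stand-in influence followed that of the TF level (rho = 0.910, adjusted p = 3.00e-05), which the choice of targets by correlation with the TF over the same time points brings about, so the stand-in is no independent test of the paper's ranks. This holds also for the 2 relations within a phase, between the stand-in and the rank in phase I (rho = 0.611, permutation p = 7.30e-04, adjusted p = 0.00109) and in phase IV (rho = -0.731, permutation p = 2.00e-05, adjusted p = 4.00e-05).

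**Figure D1:**
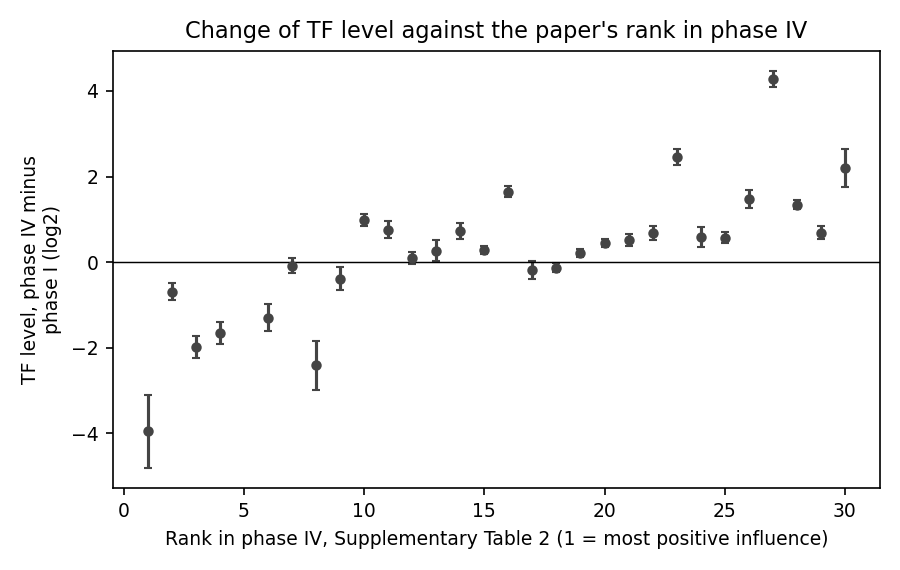
Change of the level of each TF from phase I to phase IV (log2, vertical axis) against its rank in phase IV in the paper's Supplementary Table 2 (horizontal axis, 1 for the most positive influence). Each point is a TF with its standard error from limma, and 0 of the TFs ranked 11 to 30 were lower in phase IV past the threshold.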

The top 10 most influential TFs over the whole experiment were *YALI0C20977g*, *RME1*, *YALI0E18161g*, *GZF3*, *GZF2*, *TFC2*, *YALI0F21923g*, *HOY1*, *MGF1*-like and *RIM101*. These TFs had the strongest influence over the entire experiment, but they were not active in the same phase Mixed patterns were also observed in phase III, with some TFs displaying changes in their influence earlier than others (e.g. *MGF1*, *YALI0E30789g*, *YALI0F21923g*) **(**Fig. 1).

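The RNA levels of these 10 TFs were compared between phases I and IV as the mean ± SD of the time-point means (n = 3 in phase I and n = 10 in phase IV, log2 values), with an adjusted p over all genes under 0.05 as the threshold. The levels of 9 TFs could be tested, 6 of which were higher in phase IV and 3 lower. YALI0F21923g (chromosome F, probes between 2900289 and 2900388) was at 13.21 ± 0.14 in phase I and 9.25 ± 1.63 in phase IV, a change of -3.95 (standard error 0.85, adjusted p = 0.00178 from limma). MGF1-like (YALI0B19602g) changed by -1.97 (adjusted p = 3.02e-05), and was well above background on 18 of the 30 arrays of phase IV by 1 of its 2 probes and on 0 by the other, so the size of its fall is not resolved. YALI0C20977g, measured by 1 of its 2 probes and well above background on 28 of the 30 arrays of phase IV, changed by -0.69 (adjusted p = 0.0101, but 0.0517 without replicate 1 and 0.0599 without 135.58 h). HOY1 (YALI0A18469g, chromosome A, 1966025 to 1967424) was at 8.21 ± 0.30 in phase I and 10.40 ± 0.82 in phase IV, a change of 2.19 (standard error 0.44, adjusted p = 0.00103 from limma), with 1 of its 2 probes well above background on 0 of the 10 arrays of phase I. GZF3 (YALI0C22682g) changed by 1.48 (adjusted p = 8.48e-05), RME1 (YALI0E17215g) by 1.34 (adjusted p = 2.72e-07) and TFC2 (YALI0F05104g) by 0.69 (adjusted p = 0.00226). GZF2 (YALI0F17886g) changed by 0.69 (adjusted p = 0.00361), but by 0.26 without replicate 2 (adjusted p = 0.284). RIM101 (YALI0B13640g) changed by 0.51 (adjusted p = 0.00955, but 0.0774 without 131.58 h and 0.0518 without 135.58 h). Of these 9 TFs, the time points of phase IV lay on the same side of all those of phase I for 7; 8 of 10 did for RIM101 and 9 of 10 for YALI0C20977g. YALI0E18161g had 3 probes, none of which passed the filter, since it was well above background on 0 arrays of phase I and at most 2 of phase IV, so no change is given for it. The top 10 of the whole experiment in Supplementary Table 2 has YALI0A12925g in place of RME1, and of that top 10 the levels of 5 were higher and 4 lower. Over the 151 TFs of Supplementary Table 1, 150 were tested and 52 were higher and 25 lower. Adjusted over the list alone, these counts were 53 and 28. In the alternative that moved the levels of the named TFs most, the scanner's processed signal, MGF1-like changed by -3.36.

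**Figure D2:**
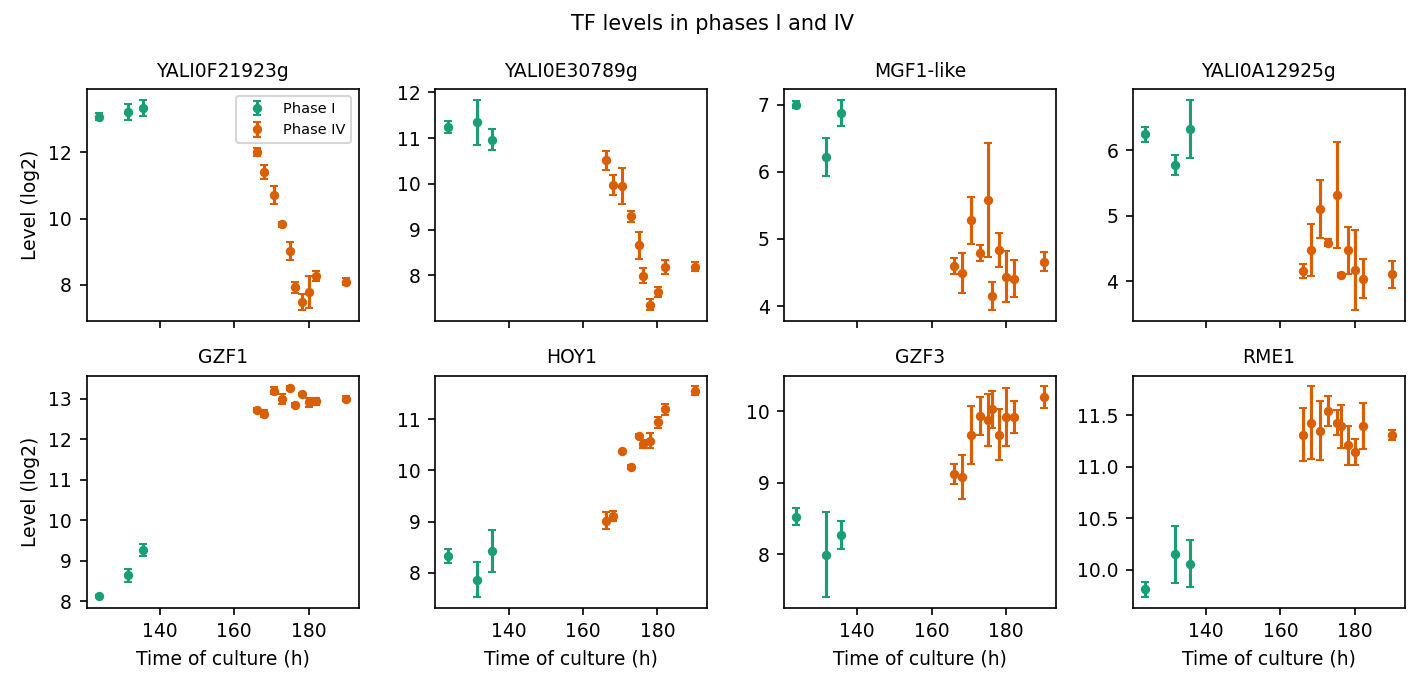
Level of 8 TFs (log2, vertical axes) against the time of culture (h, horizontal axes), as the mean and SD of 3 replicates at each time point of phases I and IV. The upper TFs fell from phase I to phase IV and the lower TFs rose, with log2 changes from -3.95 for YALI0F21923g to 4.29 for GZF1.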

We retrieved a list of 282 *Y. lipolytica* genes from the Panther webserver^40^ on the basis of their association with GO slim biological processes relating to lipids (lipid transport, phospholipid metabolism, lipid metabolism processes, or protein lipidation. See Supplementary Table 3). From this list, we identified master regulators on the basis of YL-GRN-1 (Table 1). 

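Of the 282 genes of the list, 280 were tested between phases I and IV. Their mean log2 change was -0.42 (median -0.31), against -0.029 for the other genes, a difference of -0.40 (limma's camera with an inter-gene correlation of 0.01, two-sided p = 5.38e-04, adjusted p = 0.00108 over the 2 lists tested). The scanner's processed signal moved this difference most, to -0.46. The call did not hold under camera with the correlation estimated from the time points (0.0515, p = 0.112). The p from fry was 1.22e-04, but fry asks only whether the genes of a list change. It does not ask whether they differ from the other genes. In the list, 19 genes were higher and 67 lower with a log2 change of at least 1, and 195 of the 280 changes were negative. Without the threshold on size, 180 genes passed the adjusted p over all genes, and 188 passed it adjusted over the list alone (52 higher and 136 lower). Relative to the other genes, the mean of the list stood at -0.14 at 166.08 h, -0.56 at 178.08 h and -0.47 at 190.08 h, with phase I as the reference. Of the 10 master regulators of Table 1, the levels of 3 were higher in phase IV than in phase I, 4 were lower and 3 were neither (adjusted p over all genes). GZF1 (chromosome D, probes between 2598365 and 2598764) was at 8.68 ± 0.57 (SD, n = 3 time points) in phase I and 12.96 ± 0.20 (n = 10) in phase IV, a log2 change of 4.29 (standard error 0.19, adjusted p = 6.49e-10 from limma), and all 10 time points of phase IV lay above phase I. YALI0C05995g changed by 0.44 (adjusted p = 0.00233). YALI0F01562g (chromosome F, 245594 to 245943) was at 12.39 ± 0.20 (SD, n = 3) in phase I and 10.70 ± 0.39 (n = 10) in phase IV, a change of -1.69 (standard error 0.22, adjusted p = 3.42e-05 from limma). MBP1 changed by -0.18 (adjusted p = 0.505) and RLM1 by -0.40 (adjusted p = 0.110), with an adjusted p for RLM1 of 0.0276 under quantile normalization, 0.0466 without replicate 2 and 1.90e-05 with arrays as the unit, which counts the replicates of a time point as independent. YALI0D05041g changed by 0.58 (adjusted p = 0.0562), and its adjusted p was 0.0428 adjusted over the list alone, the list being the TFs the paper names, which the study chose on these arrays among others, so that this is not independent evidence. Over all genes its adjusted p was 0.0135 under the processed signal, 0.0201 from the brightest probe, 0.0428 without replicate 1, 0.0402 without replicate 2, 0.0451 without 190.08 h, 2.74e-08 with arrays as the unit, and 0.0199 from exonic probes only, an alternative chosen after seeing the data.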

The projection of both the top 10 most influential TFs and master regulators over the YL-CoRegNet-1 cooperativity network (Fig. 2) highlighted the high degree of connectivity of these TFs within a portion of the network and suggested that they acted in synergy during lipid accumulation.

**Table 1:** Master regulators for lipid-associated genes in *Y. lipolytica* as retrieved from the Panther webserver on the basis of GO slim BP

Master regulators of lipid-associated genes and their *P*-values	
*YALI0F01562g*	4.519e-05
*GZF1*	5.552e-04
*YALI0E30789g*	0.0025
*MBP1*	0.0098
*YALI0D05041g*	0.0107
*RLM1*	0.0124
*YALI0F21923g*	0.0137
*YALI0C19151g*	0.0169
*YALI0C05995g*	0.0442
*GZF3*	0.0477

**Fig. 2:**
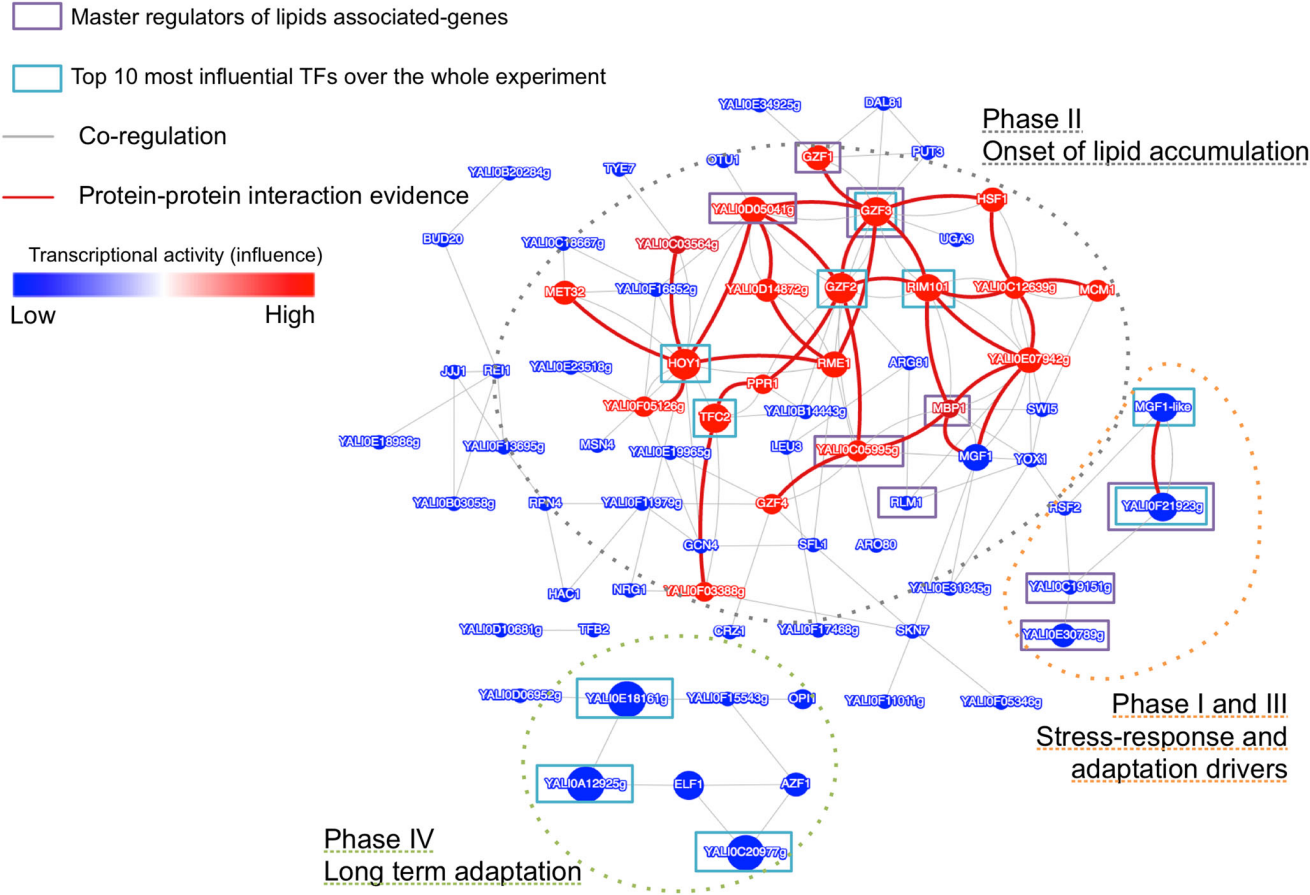
Heterarchy**—**Cooperativity network for *Yarrowia lipolytica* (YL-CoRegNet-1) constructed from YL-GRN-1, which was inferred from our transcriptomic data set under nitrogen limitation, GSE35447. Nodes represent transcription factors (TFs), whereas *gray edges* indicate co-regulatory relationships. *Red edges* are co-regulatory relationships for which evidence of protein–protein interactions has been obtained. Node size and color represent the influence of the corresponding TFs during the onset of lipid accumulation (phase II). *Red* indicates a positive influence whereas *blue* indicates a negative influence. Color intensity and node size are proportional to the influence value

### Validation of TF activity as a tool for identifying physiological phases

A second network, YL-GRN-2, corresponding to the transition from biomass production to lipid accumulation, was reconstructed from our previous transcriptomic studies (GSE29046)^41^ consisting of 11 sampling points, regularly spaced over the period of fed-batch culture, to validate the potential of TF influence for identifying relevant time points corresponding to important physiological changes in the absence of prior knowledge. The data set was studied with the following CoRegNet parameters: minCoregSupport = 0.25, minGeneSupport = 0.2. The influence heatmap for YL-GRN-2 presented three clear phases corresponding to the stages in the transition from biomass production to lipid accumulation identified and relating to (A) biomass production, (B) early lipid accumulation and (C) late lipid accumulation, respectively (see Supplementary Fig. 2).

### Use of a cooperativity network to identify evidence-supported coregulatory relationships and to identify new candidate co-regulators

A co-regulation network (YL-CoRegNet-1) was reconstructed from YL-GRN-1, as shown in Fig. 2. In this network, each node represents a TF, and the gray edges correspond to co-regulation by two regulators with a sufficient number of target genes in common. In particular, the red edges represent co-regulation for which evidence of protein–protein interactions has been obtained. Evidence-supported co-regulatory relationships are well represented in the network and are highly interconnected. A review of the similarity-based annotations associated with the recovered TFs available from GRYC (http://gryc.inra.fr), genolevures, NCBI and from previous studies^41, 42^ highlighted the presence of TFs known or assumed to be involved in lipid metabolism (e.g., *GZF1*, *GZF2* or *GZF3*), carbon or nitrogen metabolism (e.g., *AZF1*, *YALI0F01562g*, *YALI0D14872g*, *NRG1*, *YALI0C19151g*, *CAT8*) and growth or hyphal formation (e.g., *RME1*, *HOY1*, *REI1*, *MGF1*, *MGF1*-like), and of several TFs displaying no similarity or known functions (e.g*., YALI0F15543g*, *YALI0E18161g*, *YALI0F15543g)*. Some of the less common, but nevertheless interesting, functions of the TFs were associated with amino-acid metabolism, which is known to be affected by lipid accumulation .^43^ For instance, *GCN4* is associated with amino-acid metabolism generally, whereas *LEU3* is specifically associated with leucine, *PUT3* is associated with proline and *ARG81* is associated with arginine. Some of these TFs were identified as co-regulators with others TFs with similar functions, such as *GZF2*, *GZF3* and *GZF1*, *GZF4* all of which encode GATA-binding zinc finger proteins, but others act as co-regulators with non-trivial TFs, generating new hypotheses for further investigations of the regulation of lipid accumulation. 

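The levels of co-regulators were correlated over the time points of phases I and IV. Both TFs were tested in 109 of the 112 pairs of Supplementary Table 4, which involve 74 TFs. Over the 13 time points, the median Pearson r of the pairs was 0.637, and random relabellings of the TFs that keep the structure of the pairs gave a mean of 0.147 (95% of them between -0.0165 and 0.311; two-sided p = 1e-04, the smallest that 10000 relabellings can give). With the brightest probe of each gene, the alternative that moved it most, the median r was 0.693, and it was 0.584 without replicate 2. The 2 phases form separate clusters, so single pairs are given within phase IV only. There, over 10 time points, the median r was 0.518 against 0.167 under relabelling (p = 1e-04, again the smallest possible), 89 of the 109 pairs had a positive r, and 28 had an adjusted permutation p under 0.05 (26 without replicate 2 at 175.08 h, an array with a raised floor of dim values). The study inferred these pairs from these arrays among others, so the correlations are not independent evidence for them, and the pairs share TFs. GZF3 and GZF2 had r = 0.699 within phase IV (permutation p = 0.0248, adjusted p = 0.0837 over the 109 pairs) and Spearman's rho = 0.806 (permutation p = 0.00702, adjusted p = 0.0367), with r = 0.549 without the 2 time points farthest from the median level. GZF1 and GZF3 had r = 0.544 (permutation p = 0.103, adjusted p = 0.204) and rho = 0.152 (permutation p = 0.682, adjusted p = 0.783), with r = 0.287 without the 2 farthest. GZF1 and GZF4 are not a pair of Supplementary Table 4. The change in the level of GZF4 (YALI0E05555g) between the phases did not pass the threshold (log2 change 0.27, standard error 0.24, adjusted p = 0.394 from limma), but did with arrays as the unit (adjusted p = 0.0380). Among TFs of amino-acid metabolism, ARG81 and GZF2 had r = 0.521 (permutation p = 0.120, adjusted p = 0.229) and LEU3 and GZF2 r = 0.512 (permutation p = 0.128, adjusted p = 0.232). Their rho values were 0.673 (permutation p = 0.0379, adjusted p = 0.129) and 0.564 (permutation p = 0.0958, adjusted p = 0.255), and r was 0.653 and 0.658 without the 2 farthest. Within phase IV, GZF2 and ARG81 did not differ between time points beyond the spread of replicates (adjusted p = 0.594 and 0.167 from limma's F-test). The r values of their pairs therefore rest on little measured change. The levels of ARG81, LEU3, PUT3 and GCN4 changed from phase I to phase IV by 0.034, 0.18, 0.099 and 0.43 (log2), with adjusted p of 0.811, 0.339, 0.676 and 0.0716. Without replicate 2 the changes of ARG81 and PUT3 were negative, at -0.052 and -0.13. The rise of GCN4 passed the threshold under quantile normalization (0.84, adjusted p = 0.00203 from limma), with the scanner's processed signal (adjusted p = 0.0440), without replicate 1 (adjusted p = 0.0492) and with arrays as the unit (adjusted p = 4.13e-06).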

Several modules were manually identified by projecting TF influence from the different phases onto the cooperativity network thanks to the interactive visualization interface from CoRegNet. Those sets of TFs activated in each phase were highly interconnected with one another into region of high density in the network (Supplementary Fig. 1). The largest module corresponds to the TFs associated with phase II, as shown in Fig. 2. Two other modules can be identified, corresponding to the TFs activated during phases I and III, and those activated during phases I and IV.

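Supplementary Table 2 ranks 9 TFs in the top 9 of both phases I and IV, namely YALI0C20977g, YALI0A12925g, ELF1, YALI0E18161g, YALI0E30789g, AZF1, OPI1, YALI0F21923g and MGF1-like. The levels of 8 of them were tested between these phases, and 6 were lower in phase IV and 0 higher. The other 2 were OPI1 and ELF1 (YALI0E10131g). ELF1 changed by -0.086 (log2, standard error 0.17, adjusted p = 0.71 from limma). Its change was 0.26 with the scanner's processed signal, and 3 of its 5 probes are intronic. Within phase IV, the levels of AZF1 and YALI0C20977g, a pair of Supplementary Table 4, had r = 0.784 (permutation p = 0.00772, adjusted p = 0.0312) and rho = 0.721 (permutation p = 0.0232, adjusted p = 0.0936) over 10 time points, with r = 0.669 without the 2 time points farthest from the median level. Both TFs are dim and highest in phase IV at 175.08 h, where replicate 2 has a raised floor of dim values, and without this array r was 0.704 (permutation p = 0.0254, adjusted p = 0.0925). YALI0E30789g and YALI0C19151g, another pair, had r = 0.863 (permutation p = 0.00245, adjusted p = 0.0205) and rho = 0.879 (permutation p = 0.00152, adjusted p = 0.0133), with r = 0.848 without the 2 farthest. MGF1-like and YALI0F21923g had r = 0.187 (permutation p = 0.611, adjusted p = 0.756) and rho = 0.188 (permutation p = 0.607, adjusted p = 0.728), with r = 0.123 without the 2 farthest. MGF1-like is also highest in phase IV at 175.08 h, and without replicate 2 of that time point r was 0.265. In phase IV it was well above background on 18 arrays by the more often detected of its 2 probes, and on 0 by the other. Its level there was thus partly below detection, so this r cannot tell whether MGF1-like and YALI0F21923g are unrelated.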

### Construction of overexpression mutants for experimental validation of the impact of the most influential TFs on lipid accumulation profile

To confirm the impact of the identified TFs in triggering lipid accumulation, TFs were individually overexpressed in the *Y. lipolytica* wild-type strain JMY2810, with the Gateway systematic overexpression system developed in our laboratory (17, Leplat C., Rossignol T. *et coll*., unpublished), as described in the materials and methods. Lipid content was assessed after 72 h of culture in minimal medium, with either glucose or glycerol as the carbon source and ammonium as the nitrogen source, with a C/N ratio of 3. Lipid content was determined by gas chromatography. We report here the effects on lipid content of the five most influential TFs during phases I and II, based on YL-GRN-1. The effects of the most influential TFs during phase I, *YALI0C20977g*, *YALI0A12925g*, *ELF1*, *YALI0E18161g* and *YALI0E30789g*, are described in Fig. 3a. We were unable to obtain a strain overexpressing *GZF2*. The effects of the four most influential TFs during phase II, *GZF3*, *HOY1*, *TFC2* and *RME1*, are shown in Fig. 3b.

**Fig. 3:**
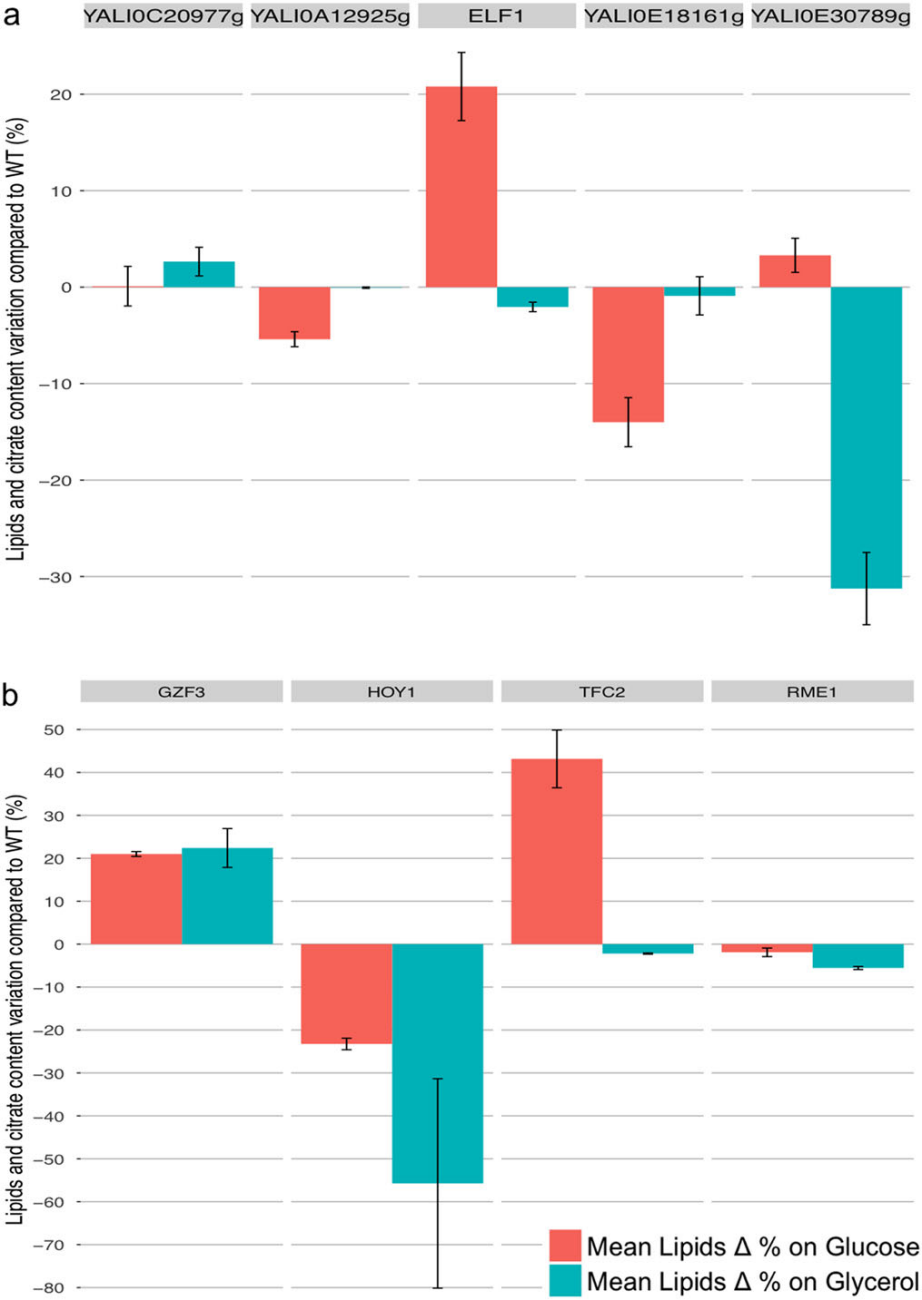
Mean percentage differences in lipid accumulation profile of overexpressing TFs mutant relative to the wild type with their s.d. Differences were considered significant if there was a change of at least ± 10%. TF-overexpressing strains were selected on the basis of their ranks during phase I (**a**) and phase II (**b**)

Three of the nine overexpression strains had an improved lipid content on glucose, 43.2% and 20.8% higher than the wild type for *TFC2* and *ELF1*, respectively. *GZF3* and *HOY1* overexpression led to altered phenotypes on both glucose and glycerol, with *GZF3* overexpression resulting in 21.0% higher levels of accumulation on glucose and 22.4% higher levels on glycerol, whereas *HOY1* overexpression resulted in much lower lipid contents on glucose (23.3% lower) and glycerol (55.7% lower). The lipid contents of the strains overexpressing *YALI0E18161g* and *YALI0E30789g* were decreased in a medium specific-manner, with a 14.0% decrease on glucose and a 31.2% decrease on glycerol, respectively. Finally, three of the overexpression strains, those for *YALI0C20977g*, *RME1* and *YALI0A12925g* (*RME1*-like), displayed no significant modification of lipid content.

## Discussion

On the basis of the inferred cooperativity network and our proposed measure of influence, several regulators were highlighted as co-regulators in the context of lipid accumulation in *Yarrowia lipolytica*. Multiple pathways and functions are represented in the network, in particular, regulators of growth (e.g, *TFB2*, *AZF1*, *MGF1*), filamentation (e.g, *HOY1*, *SFL1*), nitrogen utilization (e.g, *GTZ1* to 4) and genes regulating amino-acids biosynthesis, such as *ARO80*, *ARG81*, *MET32*, *GCN4*, or *LEU3*, acting as coregulators during the different phase identified. Indeed, the projection of influence onto the network for each phase (Supplementary Fig. 1) helps with studying the temporality of the regulation and the presence of coregulators densely connected into «modules» sharing the same influence pattern.

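The levels of AZF1, OPI1, YALI0C20977g, YALI0E18161g and YALI0A12925g were low on the arrays of phase I, and those of the reference state were not used here. AZF1 (YALI0A16841g, chromosome A, probes between 1735664 and 1735813) was at 6.45 ± 0.26 (log2, SD over n = 3 time points) in phase I and 5.15 ± 0.56 (n = 10) in phase IV, a change of -1.30 (standard error 0.31, adjusted p = 0.00336 from limma), and was well above background on 22 of the 30 arrays of phase IV. YALI0A12925g (chromosome A, 1328727 to 1329326) was at 6.12 ± 0.30 (SD, n = 3) and 4.45 ± 0.44 (n = 10), a change of -1.66 (standard error 0.25, adjusted p = 1.20e-04 from limma), from 1 of its 2 probes, which was well above background on 4 of the 30 arrays of phase IV. The size of its fall is thus not resolved, and was between -3.16 and -1.01 (log2) over the alternatives. OPI1 (YALI0C14784g, chromosome C, 2031932 to 2032493) was at 6.38 ± 0.12 (SD, n = 3) and 6.00 ± 0.51 (n = 10), a change of -0.38 (adjusted p = 0.272, and 0.00280 with arrays as the unit), and of 0.0029 from its brightest probe alone. The level of YALI0C20977g in phase I was 6.23 ± 0.17 (SD, n = 3). Between the 3 time points of phase I, the levels of AZF1, OPI1, YALI0C20977g and YALI0A12925g ranged over 0.52, 0.23, 0.33 and 0.55 (log2), with adjusted p of 0.305, 0.696, 0.507 and 0.330 from limma's F-test. YALI0E18161g was not measured above background in phase I.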

As seen during phase I, *AZF1, OPI1, YALI0C20977, YALI0E18161g, YALI0A12925g* are among the TFs activated during the first phase. These TFs are activated just after the C/N ratio starts to increase and are assumed to be associated with the first response to nitrogen depletion, with an alteration of growth and cell cycle regulation, and may provide a regulatory pulse enabling the yeast to deal with nitrogen limitation by redirecting carbon towards lipid accumulation and entering phase II. While *AZF1* and *OPI1* are known to be associated with growth and repression of phospholipid synthesis respectively, only few is known about the three others regulators, however, GO term enrichment of *YALI0E18161g* repressed targets revealed an over-representation of genes associated with cell cycle (4.19E-02).

TFs activated during the second phase of biolipid accumulation gather various functions and form the biggest «module» and as well as the denser part of the cooperativity network.

At this stage, all the 4 GATA-zinc finger TFs (*GZF1, GZF2, GZF3, GZF4*) presents in the network are active with *GTZ2* and *GTZ3* being the more co-regulated. The presence of those regulators during this phase is consistent with recent validation of their involvement in the regulation of nitrogen metabolism in *Y. lipolytica* ^44^ but further analysis of the network and shared target between *GZF1* and *GZF3* also suggest an over-representation of genes related to fatty-acid metabolic process (2.68E-02), while *GZF1* is considered as a master regulator for both lipid and amino-acid associated genes and *GZF2* is co-regulators of both *ARG81* and *LEU3*. Those observations are supporting their potential role in lipid regulation, as well as the imbrication of nitrogen utilization and amino-acids pathways for the regulation of lipid accumulation.

Among the influential TFs during phase II, *HOY1* and *TFC2*, two coregulators, seem to have a less direct effect on lipid accumulation, as they are involved in filamentation and transcription initiation. When overexpressed, *HOY1* decreases lipid accumulation, probably due to its role in yeast-to-hyphae transition. When growing, the yeast form requires the mobilization of lipids for membrane synthesis. Thus, even if the yeast accumulates more lipids, they are immediately remobilized, decreasing lipid content. The activation of this TF at the onset of lipid accumulation may thus coincide with post-transcriptional alterations or the action of a co-regulator. Indeed, a second regulator could be able to make use of the new lipids generated under the influence of *HOY1*, but might interfere with the remobilization of lipids, shifting the balance towards lipid accumulation. Candidate regulators for this role include *RME1*, a repressor of meiosis, for which there is strong evidence for a role as a co-regulator of *HOY1* but whose overexpression has no specific effect on the accumulation phenotype despite being shown to be among the most influential TFs during phase II. However, it also worth to note that *HOY1* included amino-acid related TFs (*MET32*), as well as TFs for which no function are known among its co-regulators, which may also be candidates of interests (e.g, *YALI0C03584g*). As in phase I, a TF module activated before the shift toward citric acid production could provide a regulatory pulse toward this pathway. In particular, the set of TFs activated during phase III and IV includes a large number of master regulators of the 267 genes with GO-slim BPs relating to amino acids (*P*-value <0.05) including *YALI0F21923g* and *YALI0E30789G*, whose roles are unknown*, YALI0C19151g*, a CAT8-like TF likely to be involved in growth and non-fermentative growth conditions, and *MGF1*-like, a growth factor, which may be potential drivers of the long-term adaptation to nitrogen depletion in phase IV. In addition, it worth to note that those same regulators seems to regulate significantly beta-oxidation among their predicted activated targets (*P*-value 7.04E-07, 5.64E-06, 4.84E-02 for *YALI0F21923g*, *YALI0E30789g* and *YALI0C19151g*, respectively). 

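Of the 267 genes of the amino-acid list, 266 were tested between phases I and IV. Their mean log2 change was -0.22 (median -0.21), against -0.038 for the other genes, a difference of -0.19 (limma's camera as for the lipid list, adjusted p = 0.0126 over the 2 lists). The call did not hold under the estimated correlation (0.0198, p = 0.0822). The p from fry was 4.02e-06, which bears only on whether the genes of the list change, not on a difference from the other genes. In the list, 19 genes were higher and 46 lower with a log2 change of at least 1, and 166 of the 266 changes were negative. The adjusted p over all genes was passed by 167 genes without the threshold on size, and adjusted over the list alone by 172 (58 higher and 114 lower). The lists of lipid and amino-acid genes share 19 genes. The level of YALI0F21923g fell from 13.34 ± 0.25 (log2, SD between replicates, n = 3) at 135.58 h, the last time point of phase I, to 7.48 ± 0.25 (n = 3) at 178.08 h, and was at 8.09 ± 0.11 (n = 3) at 190.08 h. YALI0E30789g (chromosome E, probes between 3621345 and 3622294) was at 11.19 ± 0.20 (SD, n = 3 time points) in phase I and 8.77 ± 1.09 (n = 10) in phase IV, a change of -2.41 (standard error 0.57, adjusted p = 0.00338 from limma), with its lowest level of 7.36 ± 0.13 (SD, n = 3 replicates) at 178.08 h. YALI0C19151g (chromosome C, 2619757 to 2622283) was at 10.58 ± 0.042 (SD, n = 3) in phase I and 9.55 ± 0.73 (n = 10) in phase IV, a change of -1.02 (standard error 0.39, adjusted p = 0.0415 from limma), below all of phase I at 9 of the 10 time points. Its adjusted p did not pass the threshold from the brightest probe (0.0719), without replicate 1 (0.0687) or without any single time point of phase I (0.102 to 0.113). Nor did it from exonic probes only (0.0588), an alternative chosen after seeing the data. All 10 time points of phase IV lay below phase I for YALI0F21923g, YALI0E30789g and MGF1-like. The paper names these 4 TFs, with hedges, as potential drivers of adaptation in phase IV; RNA levels alone do not test this.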

Activation of beta-oxidation during long-term adaptation may be explained by the use of lipids degradation as a source of energy in the context of long-term nutrient depletion, resulting in citric acid production as by-product as well.

TFs were ranked on the basis of their influence. This approach decreased the number of dimensions, but it cannot necessarily be concluded that the TFs not retained with this approach are not involved in lipid accumulation. It is also important to note that not all influential TFs belong to the list of lipid master regulators. This difference between the lists of master regulators and most influential TFs may reflect the involvement in lipid accumulation of mechanisms affecting not only lipid pathways, but also the metabolism of the entire cell, which is consistent with previous observations^41, 43, 44^ and support the hypothesis that lipid accumulation is a consequence of change in carbon fluxes rather than an enhanced lipid metabolism. In addition, several regulators shown to be differentially expressed during lipid accumulation^41, 43^ were retrieved in our network as coregulators (e.g, *GZF3*, *GZF2*, *ARG81, YALI0C19151g, TFB2*) while others were found to have non-trivial partners for which functions are yet to be found. The most influential TFs may not necessarily have the most direct effects on the lipid pathway. Instead, their influence might reflect their final overall effect and their ability to have a significant effect on various pathways in nitrogen-limiting conditions, indirectly promoting lipid accumulation. 

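The amino-acid master regulators of Supplementary Fig. 3 are YALI0E07942g, GZF1, YALI0E34925g, MGF1, YALI0C19151g, YALI0F21923g, MGF1-like, RSF2 and MBP1. Of these 9 TFs, 5 are listed in Supplementary Table 2. Between phases I and IV, the levels of 2 of the 9 were higher, 4 were lower and 3 were neither. YALI0E34925g (chromosome E, probes between 4168267 and 4168666) was at 5.80 ± 0.23 (log2, SD over n = 3 time points) in phase I and 7.95 ± 0.22 (n = 10) in phase IV, a change of 2.15 (standard error 0.15, adjusted p = 9.22e-08 from limma), with 1 of its 2 probes well above background on 0 of the 10 arrays of phase I. RSF2 (YALI0D18678g, chromosome D, 2350483 to 2351232) was at 8.62 ± 0.40 (SD, n = 3) and 7.27 ± 0.50 (n = 10), a change of -1.35 (standard error 0.29, adjusted p = 0.00153 from limma). YALI0E07942g changed by -0.13 (adjusted p = 0.309), and by 0.039 under quantile normalization. MGF1 (YALI0D01573g) changed by 0.27 (adjusted p = 0.192, and 0.00176 with arrays as the unit), but 2 of its 3 probes are intronic and its exonic probe changed by -0.11.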

Consistent with this, five of the nine significant amino-acid master regulators were among the most influential TFs (Supplementary Fig. 3).

## Conclusion

Lipid accumulation in the oleaginous yeast *Y. lipolytica* is a process of considerable industrial interest for the environment-friendly production of high-value compounds derived from lipids, such as biofuels, bioplastics and other biomolecules with properties of interest. However, metabolism results from complex interplay between the environment, genetic background and regulation, with cells adopting various states and presenting different phenotypes. An understanding of the role of gene regulatory networks in lipid accumulation is therefore of key importance for both the design of improved strains and to increase our knowledge of this yeast species. We inferred a genome-scale regulatory network, YL-GRN1, consisting of a total of 111 TFs acting as co-regulators of target genes during lipid accumulation under nitrogen limitation. The influence of the TFs was estimated in the different samples and a matrix of influence over time and increasing C/N ratio was generated.

Changes in influence over the course of the experiment were consistent with the observed physiological changes and stages of lipid accumulation. Indeed, the sensitivity of *Y. lipolytica* to nitrogen limitation led to changes in TF influence patterns at each key time point. 

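In phases I and IV, the change of all gene levels between successive time points was measured as the median absolute log2 difference. It was largest between 135.58 and 166.08 h, at 0.37, where no array of phases II and III was used. Within phase IV it was 0.31 from 175.08 to 176.25 h and 0.29 from 168.08 to 170.60 h, and smallest, 0.095, from 180.08 to 182.08 h, against median SDs between replicates of up to 0.25. Within phase I it was 0.19 and 0.18. The first principal component of 6401 genes, taken over single replicates, held 60.9% of the variance and the next 11.6%. Values on the first component were then averaged by time point. The time points of phase I lay between -55.3 and -52.1 on it, and those of phase IV rose from -10.8 ± 0.443 (SD between replicates, n = 3) at 166.08 h to 30.2 ± 0.916 (n = 3) at 182.08 h and 38.7 ± 1.40 (n = 3) at 190.08 h. Within phase IV the component increased with time over the 10 time points (Pearson's r = 0.947 and Spearman's rho = 1, each with permutation p = 1e-05, the smallest that the permutations can give), with r = 0.968 without the 2 time points farthest from the median time. This is 1 relation, and the time points were taken to belong to a single culture, which the paper's accounts of its replicates leave open. The correlation across genes with the mean of phase I was 0.955 at 166.08 h and 0.856 at 190.08 h.

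**Figure D3:**
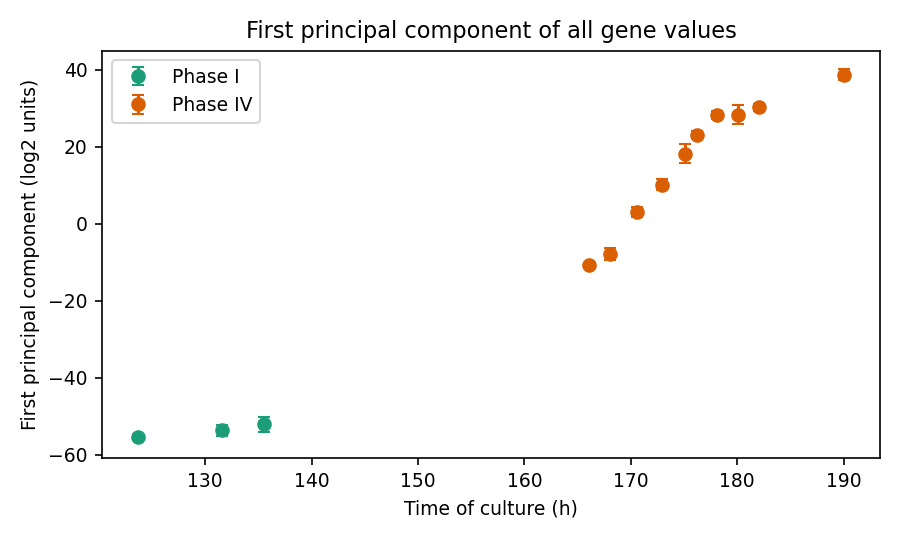
The first principal component of all gene levels (log2 units, vertical axis) against the time of culture (h, horizontal axis), as the mean and SD of 3 replicates at each time point of phases I and IV. Phase I lies between -55.3 and -52.1, and phase IV rises from -10.8 to 38.7.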

The influence matrix is therefore a powerful tool for highlighting physiological changes in the absence of prior knowledge. From this matrix and the YL-CoRegNet-1 cooperativity network, we were able to identify different modules providing potential drivers of the lipid accumulation phases and possible co-regulators of interest. Finally, TFs were ranked and the TFs with the highest ranks during phases I and II were overexpressed in a wild-type strain, with the Gateway overexpression system. Six of the nine mutants obtained presented altered phenotypes, with lipid contents differing from that of the wild type by more than 10%, validating our approach to the identification of context-specific TFs.

Future studies should focus on computational developments (a) to improve our ability to combine the proposed co-regulatory model with genome-scale metabolic models^45^ (b) to select the most informative combination of TF knockout strains and environmental conditions based on the integrated regulatory network.^46^ Moreover, understanding regulatory processes is a key element in the development of synthetic biology with the aim of designing and engineering large, self-adaptive, coupled regulatory and metabolic systems at whole-genome scale for useful purposes, such as the production of valuable compound.^47^

## Materials and Methods

### Experimental setting and transcriptomic data collection

Chemostat and D-Stat experiments were performed in a 3 L stirred tank bioreactor with a working volume of 1.5 L, with a Braun Biotech International Biostat B (Sartorius AG, Germany) and MFCS/win 2.0 acquisition software. The temperature was regulated at 28°C and the pH at 5.6 by the online addition of 5 M NaOH. Continuous culture was initiated 11 h after inoculation, when the glucose consumption was complete. For chemostat culture, the bioreactor was fed continuously with mineral medium (devoid of (NH_4_)_2_SO_4_) supplemented with 23 g L^−1^ glucose at 0.108 L h^−1^. The bioreactor was fed with a second reservoir containing 60 g L^−1^ (NH_4_)_2_SO_4_ at 0.0117 L h^−1^, corresponding to a C/N ratio of 7.75 molC.Nmol^−1^. The working dilution rate was 0.08 h^−1^. The feed rate of the mineral medium supplemented with glucose was kept constant at 0.120 L h^−1^, whereas that for (NH_4_)_2_SO_4_ followed a smooth linear decrease, from 0.0117 L h^−1^ to 0.0003 L h^−1^ for 50 h, corresponding to an increase in the C/N ratio from 7.75 to 357,14 molC.N mol^−1^. All other parameters were kept constant. For more details on the experimental setting, see Ochoa-Estopier et al.^37^

Frozen samples were treated by mechanical disruption, with a bead beater (Microdismembrator, Braun, Germany) and a tungsten bead (Ø ~ 7 mm), for 2 min at 2600 r.p.m. The resulting cell powder was recovered and further processed for RNA purification with the RNeasy Midi Kit (Qiagen, The Netherlands), according to the manufacturer’s instructions. Samples were treated for labeling with the Low-Input Quick Amp labeling kit (Agilent, USA), according to the manufacturer’s protocol, and hybridization was performed according to Agilent’s general protocol. Scanning was performed with an Agilent scanner and images were further processed with Feature Extraction v10.0 (Agilent, USA).

Data were processed and normalized with the Limma Bioconductor package .^48^ Local background estimates were corrected by the “normexp + offset” method, using an offset value of 10. A scale normalization method was applied to normalize background between arrays. ID REF = VALUE = log2(fluorescence), based on background-subtracted, normalized data. The processed data are publicly available from the NCBI GEO data repository under the name **GSE35447**. The resulting data set corresponds to 80 samples for 6539 genes, with three technical replicates of 26 time-points with an increasing C/N ratio, plus four replicates of the reference point.

### Constructing TF-target Gene regulatory network (YL-GRN-1) and TF-TF cooperativity network (YL-CoRegNet-1)

Complex phenotypes are believed to arise from cooperative transcriptional programs rather than from regulation by a single regulator. CoRegNet was developed to study such programs and to reconstruct large-scale context-specific co-regulatory network from transcriptomic data. It was shown to outperform other network inference algorithms, particularly for small sample numbers,^31^ an advantage when studying a non-conventional yeast, such as *Y. lipolytica*, for which few transcriptomic datasets are available.

CoRegNet uses an algorithm, h-LICORN (hybrid-Learning Cooperative Regulation Network), to infer a list of GRNs from a discretized transcriptomic data set and a list of known regulators on the basis of a frequent itemset mining approach.^30, 31^ Briefly, in a first step, it efficiently searches the discretized gene expression matrix for sets of co-activators and co-repressors by frequent items search techniques and locally select combinations of co-repressors and co-activators as candidate subnetworks. In a second step, it determines for each gene the best sets among those candidates by running a regression. h-LICORN was shown to be suitable for cooperative regulation detection [5,6].

The continuous data can be used alone to refine the original network by selecting for each gene the GRN with the best $$\bar R$$ ^2^ score based on the linear model used to estimate the expression. However, CoRegNet can also refine GRNs by incorporating evidence into the network using an integrative selection algorithm proposed by the modENCODE consortium^49^ and applies it to the selection of local GRN models. In essence, the goal is to score each GRN (each interaction in the original method) using both the transcriptomic data and the integrated evidences to select the set of best GRN. Each GRN is scored by the inference method h- LICORN and by each of the integrated data set. Finally, GRN are given the proportion of validated interactions as a score. Following this, to each GRN is associated as many scores as they are integrated regulatory and cooperative datasets in addition to the network inference $$\bar R$$ ^2^ score, all which range from 0 to 1. The original study proposes two approaches to merge the scores, an unsupervised and a supervised approach. While both are implemented in the CoRegNet package, the unsupervised approach was shown by the authors to have better performances. It is simply an unweighted average of each of the scores. Finally, for each gene, the GRN with the maximum merged score is selected. The refined network obtained is then transformed into a cooperativity network, based on the common targets of regulators.

We identified regulators and regulatory states associated with lipid accumulation in *Y. lipolytica*, by applying CoRegNet to the preprocessed **GSE35447**, as described above. CoRegNet was run with a default minCoregSupport = 0.1, with a curated list of 151 TFs retrieved from previous publications and from homology analysis. *Y. lipolytica* interactome data relying on either experimentation, in-silico prediction, or most commonly on homology analysis were downloaded from the STRING database,^38^ and used as evidence for network refinement.

CoRegNet is freely available as a Bioconductor package.

### Sample-specific TF activity estimation

We used the transcriptomic data and the highest-ranked GRN to compute a sample-specific value of influence for each TF with a sufficient number of targets. This approach models the h-Licorn inferred GRN structure by comparing for each regulator *r* the distribution of its activated A^r^ and repressed I^r^ genes (∀r ∈ V^R^, targets(r) = (A^r^, I^r^)). This model is based on the work in^33^ where the influence measure was introduced to estimate the activity of a regulator through a Welch t-test by comparing the distribution of the expression of A^r^ and I^r^. The influence of a regulator *r* is computed as follows: $$\frac{{\overline {E\left( {{A^r}} \right)} - \overline {E\left( {{I^r}} \right)} }}{{\sqrt {\frac{{{\mu }_{{A_r}}^2}}{{\left| {{A_r}} \right|}} + \frac{{{\mu }_{{I_r}}^2}}{{\left| {{I_r}} \right|}}} }}$$ where $$E\left( {{A^r}} \right)$$ and $$E\left( {{I^r}} \right)$$ are respectively the set of expressions of the activated and repressed genes in the samples. $$\overline {E\left( {{A^r}} \right)}$$and $$\overline {E\left( {{I^r}} \right)}$$ are their respective means and $${\mu }_{A_r}^2$$ and $${\mu }_{I_r}^2$$ are their s.d. The most influential TFs in a specific set of conditions are associated with large differences in expression between repressed and activated targets, and are represented as larger nodes in the network. Similarly, the TF influence value can be projected onto the network and incorporated into an integrative heatmap-based visualization. The influence of each TF in each sample is represented by colors of different intensities: red indicates a positive influence, implying stronger expression of activated genes than of repressed genes, whereas blue indicates a negative influence, with the opposite pattern. The more intense the color, the greater is the influence of the TF. The robustness of this measurement was assessed, for each TF, by correlation analysis, using the original network and a partially permuted version of the network with increasing levels of noise. Similar tests were performed, analyzing the correlation of TF influence on subparts of the network validated by regulatory evidence. In all comparisons, influence was significantly more robust and consistent with the validated network .^33^ This measurement estimates TF activity, which cannot be determined by experimental approaches. The default parameter minTarget = 10 was used to calculate influence.

### Context-specific transcriptional program visualization

Both the network and its influence heatmap can be visualized through a dedicated tool implemented in CoRegNet, using Shiny application, with features for displaying the main sets of co-regulators in specific samples, stages or subtypes. The network is represented as a graph, in which each node is a regulator, each gray edge is a co-regulatory relationship and each colored edge is a co-regulatory relationship for which evidence is provided. The size and color of the nodes are proportional to the differential expression and value of TF influence, respectively.

### Experimental validation

Mutants were constructed by inserting the TF expression cassette (*URA3*ex-pTEF-TF) into JMY2566 (*MAT*a, *ura3*::pTEF-RedStar2-*LEU2ex*-Zeta, *leu2-270*, *xpr2-322*, Ura-, Leu + ) as described by Leplat et al.^17^ The wild-type strain JMY2810 (*MAT*a, *ura3*::pTEF-RedStar2-*LEU2ex*-Zeta-*URA3*ex-pTEF, *leu2-270*, *xpr2-322*, Ura + , Leu + ) was used as the wild-type control. Cassettes containing the TF gene of interest were overexpressed under the control of the constitutive pTEF promoter from the *TEF1* gene, which encodes translation elongation factor-1α. Yeasts were grown in YNB medium with either 3% glucose or glycerol and a C/N ratio = 30 for 72 h at 28°C. Lipid content was determined by gas chromatography. Lipid content duplicates were averaged, standard deviations were plotted, and the results were expressed as a percentage variation between the control strain JMY2810 and TF-overexpressing mutants. (Leplat C., Rossignol T, unpublished).

### Panther webserver

Panther webserver tools^40^ were used to retrieve genes associated with GO terms related to lipids and amino-acids as well as for gene ontology enrichment using *Yarrowia lipolytica* all genes as reference set and default setting in addition to Bonferroni correction.

### Data availability

All data and tools mentionned in this article are freely accessible, in particular, transcriptomic data that support the findings of this study have been deposited in NCBI Gene Expression Omnibus database with the accession code GSE35447 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE35447). CoRegNet is freely available as a Bioconductor package.

## Electronic supplementary material

Supplementary Figures

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

# Supplementary material for: Inference and interrogation of a coregulatory network in the context of lipid accumulation in Yarrowia lipolytica
**Source:** NPJ Syst Biol Appl. 2017 Aug 11;3:21. doi: 10.1038/s41540-017-0024-1
**Supplement:** Supplementary file 1 — Supplementary Figures

*Supplementary Figure 1: Network YL-CoRegNet-1 and TF influence at the different phases
Supplementary Figure 2: Influence heatmap and network* GSE29046

*Supplementary Figure 3:* M*aster regulators of genes associated with amino-acid GO terms (pvalue <0.05)*

*Supplementary Table 1: Transcription factors genes names and common names
Supplementary Table 2: TFs ranking according to the different phases*

*Supplementary Table 3: Genes list associated with lipids and amino acids retrieved form Panther*

*Supplementary Table 4: Co-regulators from the network*

Supplementary Figure 1 Co-regulatory network of *Yarrowia lipolytica* inferred from a transcriptomic dataset under nitrogen limitation. Nodes represent transcription factor (TF) while grey edge represent a co-regulatory relationship. Red edges are co-regulatory relationship for which evidences were provided. The node size and colors represent the influence of the corresponding TFs during the onset of lipids accumulation. Red is associated with a positive influence whereas blue is related to a negative influence.

**
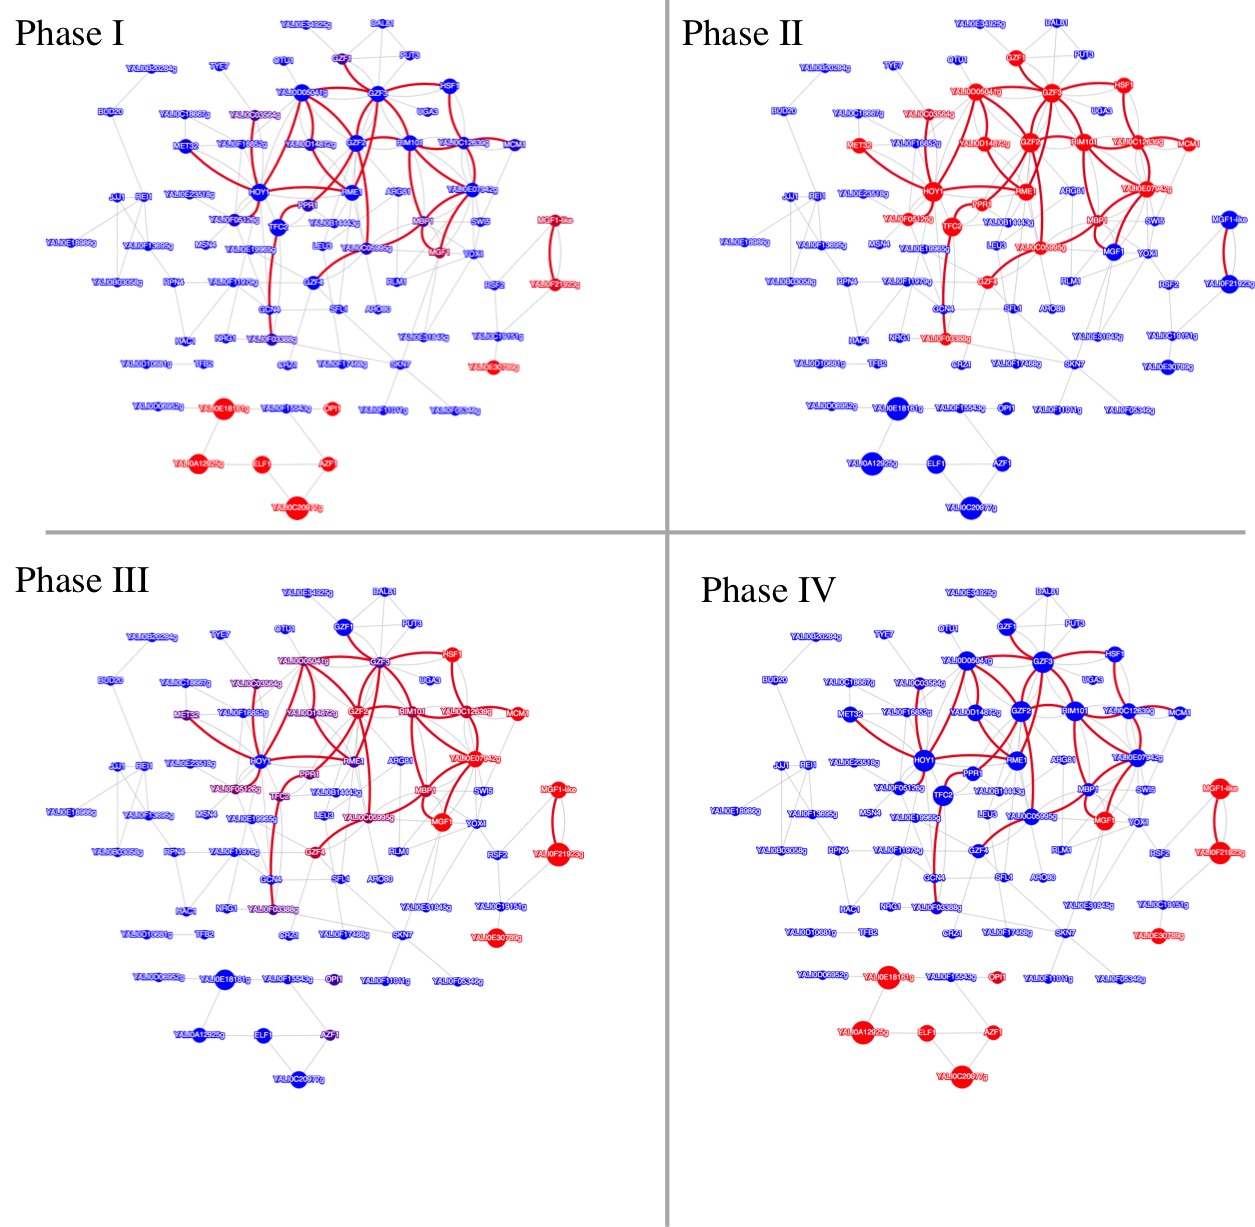
**

**Supplementary Figure 2** YL-Coreg-2 cooperativity network and influence heatmap based on the GRN reconstructed from GSE29046 (YL-GRN-2)

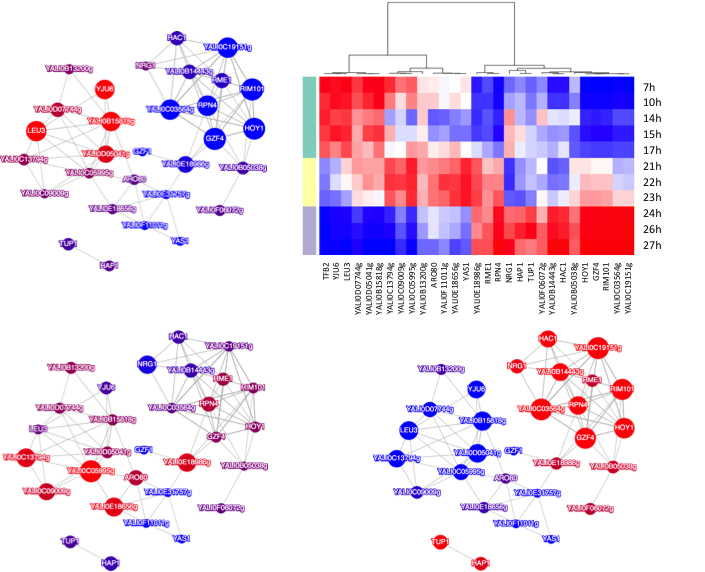

**Supplementary Figure 3** Master Regulators of amino-acid associated genes

| Master regulators | YALI0E07942g | GZF1 | YALI0E34925g | MGF1 | YALI0C19151g | YALI0F21923g | MGF1-like | RSF2 | MBP1 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| P-values | 0.00017 | 0.00135 | 0.00226 | 0.00334 | 0.00350 | 0.00552 | 0.00777 | 0.02719 | 0.04211 |

How the deposited data were processed for this re-analysis (not part of the article)

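Levels of RNA from a D-stat culture of Y. lipolytica with an increasing C/N ratio were measured by the authors on single-colour Agilent arrays. The arrays of phases I and IV were analysed, 10 arrays of 3 time points and 30 arrays of 10 time points, with 3 replicates per time point and 1 repeat hybridisation. Samples were assigned to time points and replicates by their titles and to phases by Fig. 1. The authors scanned the slides and extracted each spot with Agilent's Feature Extraction, and their deposited array files hold the mean and median signal, the median local background and the processed signal of each spot as intensity on a linear scale, with flags of 0 or 1 for spots that are saturated, not uniform or well above background. The processed signal has the background subtracted and spatial trends removed within the array. The authors' deposited table holds log2 values made with limma, by normexp background correction with an offset of 10 and scale normalization between arrays, without replicates averaged.

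The main values were computed from the mean signal and the local background of each spot by the same correction, offset and scaling, on the linear scale before the log2 transform. Control spots and spots flagged as outliers were left out after the correction. Replicate spots of a probe were averaged, then the probes of a gene. A probe was kept when it was well above background on all arrays of at least 1 time point. Arrays of a time point were averaged with each replicate weighted equally. R 4.3.3, limma 3.58.1, data.table 1.17.8 and statmod 1.5.0 were used. Phases were compared with limma's moderated test on time-point means, and time points within a phase with its moderated F-test on the arrays, each with Benjamini-Hochberg adjustment over all genes tested. A gene was called higher, lower or changed with an adjusted p under 0.05 and a log2 change or range of at least 1; a single TF was called by its adjusted p. Gene lists were those of Supplementary Table 3, tested with camera at an inter-gene correlation of 0.01 and again with fry and with an estimated correlation. Co-regulator pairs were those of Supplementary Table 4, tested with 10000 relabellings of the TFs. The stand-in influence used targets with r of at least 0.8 with the TF over the time points other than the one scored, at least 10 activated and 10 repressed, and rank relations used 100000 permutations. The tests were also tried on simulated data in which 200 genes changed by 2 on the log2 scale, more than the threshold on size. In it, 195 of the 200 were called between phases and 1 unchanged gene was; within phase I 199 were called and 1 unchanged gene, and within phase IV 198 and 2. A shift of -0.5 put into a list was measured as -0.493. In the simulation genes and time points varied independently and without drift. Its counts of false calls therefore do not carry over to successive samples whose genes vary together.

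The samples, the main tests, their alternatives and the rule for naming genes were fixed before the data were examined. The closing part names 4 alternatives and the tests that were chosen later. The rule allows the 30 TFs of Supplementary Table 2, every TF named in the results, the discussion, Table 1 or Supplementary Fig. 3, and the 5 genes with the largest rise and the 5 with the largest fall. A list of beta-oxidation genes and a set of enzymes chosen by product name were also planned; neither was used here, because the annotation used holds no products, so no result is given for them. The alternatives were quantile normalization, the processed signal scaled by the 75th percentile of each array, a normexp offset of 50, the deposited log2 values, no filter, the brightest probe of each gene, arrays as the unit with and without the replicate number or the slide as a term, each replicate and each time point of phase I left out, 190.08 h left out, no threshold on size, and for the stand-in influence a correlation of 0.7 and targets over all time points. The signal of an array was between 10.4 and 42.3 times its local background, and the number of time points, 3 in phase I, limits the precision of the comparison between phases. The paper's arrays of the reference state and of phases II and III, its network, its influence values and its overexpression strains were not analysed here.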

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

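The test on the foreign genes was chosen only after the result was seen, and the tests on MGF1, ARO80, replicate 3 at 131.58 h and the intronic probes were chosen after these patterns had been found, but before their own values were seen.

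In 54 groups of 10 arrays or time points, 3 had a member far from the others by Dixon's test. Chance flags about 1 in 20 groups, so 3 of 54 is no more than chance gives, and the 3 are no evidence of a pattern.

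The level of MGF1 at 170.60 h stood above the other time points of phase IV, at 10.57 ± 0.21 (SD, n = 3) against 9.65 to 10.14 (log2), with a gap of 0.467 of the range. All 3 replicates lay beyond the nearest other time point, which argues against 1 aberrant replicate. Of the 3 probes of the gene, 2 are intronic, and from the exonic probe alone another time point is higher (gap of -0.515 of the range). The rise is thus carried by the intronic probes, for which the signal relative to the exonic probes was at its highest of the 13 time points at 170.60 h, -4.38 (log2, median over genes). A change in the transcript or its splicing at 170.60 h is not excluded and was not tested.

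The level of ARO80 at 168.08 h stood below the other time points of phase IV, at 8.18 ± 0.23 (SD, n = 3) against 8.54 to 8.86 (log2), with a gap of 0.531 of the range. All 3 replicates lay beyond the nearest other time point, so that 1 aberrant replicate is argued against. A state of the culture at 168.08 h, which the design names, stays open as untested.

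The signal over background of replicate 3 at 131.58 h stood above the other arrays of phase I, at 42.3 against 12.05 to 21.7, with a gap of 0.679 of the range. Its median local background was 22, within the 20 to 24.5 of the others, so a low background is argued against. Its median signal was 930.1 against 280.9 to 521.9, so the array was brighter as a whole; the cause of the brightness was not tested, and no biological explanation was tested. This time point also had the largest median SD between replicates, 0.34 (log2).

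Intronic probes, which the paper does not discuss, rose against the exonic probes of the same gene from phase I to phase IV. Over 399 genes the median excess was 0.25 (log2; quartiles -0.0080 and 0.51), and it was positive for 297. Over the 13 time points as units, an exact permutation test of the 3 against 10 time points gave p = 0.0839 (the smallest it allows is 0.00350), so a difference between the phases is not shown. In phase IV 8 of the 10 time points lay above all of phase I. The excess was 0.27 with the deposited values, 0.38 with the scanner's processed signal and 0.089 under quantile normalization, so its size depends on the normalization. Several technical explanations are argued against, that of dim probes within genes only. If dim probes moved apart from bright ones, the dimmer of 2 exonic probes with a like gap in brightness should rise too, but its excess was -0.14 (608 pairs). Across genes, though, the median change was -0.20 for levels over 10 in phase I, 0.12 for levels of 7 to 8 and 0.0031 for levels under 6. The intronic probes themselves changed by a median of -0.021 and the exonic probes of these genes by -0.26. If the background correction were the cause, the excess should shrink with the processed signal, where it was 0.38. If the position along the transcript were the cause, the exonic probe nearest the intronic one should rise against the farthest, and it did not (-0.024). Genomic DNA in the RNA of phase IV would raise all dim probes by a like amount on the linear scale; the dimmest exonic probes changed by -5.30 in normalized signal and the intronic probes by 1.91, but the floor of an array moves with its brightness, so this cannot be told apart from a rise of unspliced RNA. Less complete splicing in phase IV could be a candidate explanation and was not tested.

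Of 29 probes for 9 foreign genes, which the study does not report on, 9 were well above background on all 40 arrays. These belonged to 5 of the genes. Over all arrays 51.4% of the values of these probes were well above background, against 0.714% for the 77 negative control spots. A strain carrying such a gene would show all its probes. For 4 of the 5 genes the dimmest probe was well above background on at most 3 of the 40 arrays, which argues against a strain carrying these genes. For huIDS 2 of its 3 probes were so on all 40 arrays and the dimmest on 38, and no array of another strain was used, so a strain carrying huIDS cannot be told apart from binding of other transcripts to its probes. Such binding may be the source for the other genes and was not tested. The foreign probes are left out of the results on genes. They are counted in the percentages of probes well above background on each array. They are also counted in the percentage of probes whose mean moves at 175.08 h. No biological explanation was tested.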

How the results depend on the processing

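The values that use exonic probes only, the median spot signal, flagged spots left out before the background correction, or all arrays but replicate 2 at 175.08 h were chosen after seeing the data; the other alternatives were planned. Between phases I and IV, the count of genes higher and lower stayed between 724 and 1160 under all alternatives that keep the threshold on size, and 81.2% to 100% of the 885 genes were shared. Only the count of higher genes under the processed signal, 640, was more than 1.5 times its main count. That scaling moves the median of all genes to 0.14 (log2). Without the threshold on size the counts were 3005 in all, 1409 higher and 1596 lower, and 4526 within phase IV, which the looser threshold itself explains.

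Within phase I the count of 12 genes was 20 under the processed signal and 20 without the threshold on size, and between 3 and 26 when a replicate was left out (3 without replicate 2, 5 without replicate 3 and 26 without replicate 1); the cause was not tested. Within phase IV it was between 1443 and 2166 with the threshold. With the replicate number as a term (replicate block) the counts were 895 between phases, 11 within phase I and 1994 within phase IV. For the lipid list the difference stayed between -0.46 and -0.35 (camera p from 2.52e-05 to 0.00156) and for the amino-acid list between -0.26 and -0.15 (p from 0.00273 to 0.0328). The fry p of the lists rose to 0.0522 and 0.0655 under the processed signal, and with the estimated correlation the lipid list had p = 0.0298 with arrays as the unit. The median r of the pairs stayed between 0.584 and 0.693 (p from 1e-04, the smallest the relabellings can give, to 3.00e-04). For the stand-in influence rho was between -0.373 and -0.238 when a replicate was left out, and only without replicate 2 was p under 0.05 (0.0461); over all alternatives p was between 0.0461 and 0.236, and the cause was not tested.

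For 46 TFs under 19 alternatives each, 794 of 874 values kept their direction and side of the threshold, 19 fell short of it, 41 passed it and 20 changed direction. Of the 28 TFs past the threshold, 21 stayed past it in the same direction under all alternatives run. With arrays as the unit 37 TFs passed it. Changes of direction were found for TFs with small changes and for TFB2, and the cause was not tested unless given. Under quantile normalization ELF1 changed by 0.027, YALI0E07942g by 0.039 and YALI0F15543g by 0.0024. Under the processed signal ELF1 changed by 0.26 and YALI0F15543g by 0.57 (adjusted p = 0.00917). With the brightest probe ELF1 changed by 0.0024, MCM1 by -0.070, OPI1 by 0.0029, MGF1 by -0.11 and TFB2 by 0.56 (adjusted p = 0.0155), against -0.41 from the mean of its 2 probes, which differ by 1.95. With exonic probes only ELF1 changed by 8.94e-04, MCM1 by -0.070 and MGF1 by -0.11. With a replicate or a time point of phase I left out, ELF1 was between -0.23 and 0.085, MCM1 between -0.0032 and 0.15, PUT3 between -0.13 and 0.25 and ARG81 between -0.052 and 0.083.

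Signal over background limits the dim genes most. The 129 probes that were well above background on no array fell by a median of 0.43 (log2) from phase I to phase IV, so small falls of genes near this level are not resolved. The planned beta-oxidation list could not be built without products and was not run under any setting.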

Differences from the paper's values

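The 5 values that the paper states and that were also computed here (the genes on the array, the genes of the lipid and the amino-acid list, the TFs of the curated list and the replicates per time point) were the same.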

Other observations

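The tests on the deposited table, on the paper's ranks, on single pairs within phase IV and on the list differences over groupings were chosen only after the result was seen, and those on the dim TFs after their low levels had been found, but before their own values were seen.

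Other groupings of the same time points and arrays were tried, 100 for each result. For genes higher and lower between phases I and IV, 1 of 100 groupings of the 13 time points (of 286 possible) gave as many genes, the real one itself, and the others at most 112. A random grouping of the time points is thus excluded. For changes within phase IV it was 1 of 100, with at most 172 genes in the others, and chance is excluded as regards measurement noise between replicates, but not variation between samples of the culture. For changes within phase I, 16 of 100 groupings (of 280 possible) gave at least 12 genes, so chance is not excluded. For the lists, 32 of 100 groupings gave a camera p as small for the lipid genes and 30 of 100 for the amino-acid genes, which decides nothing on chance, since camera with a fixed correlation takes genes as its units and levels also moved with time within phase IV. For the mean difference of a list from the other genes, taken at each time point, it was 1 of 100 groupings (splits) for the lipid genes and 1 of 100 for the amino-acid genes (exact permutation p = 0.00350 over all 286, the smallest possible). A random grouping of the time points is thus excluded for both. Regrouping time points does not ask whether another list of genes would differ as much, so it decides nothing on the choice of list. A drift with time is not excluded for the lists or for the counts between phases, since phase IV follows phase I. The slide as a term left 892 genes against 895 without it, which argues against the slide as the cause of the changes between phases.

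In the deposited log2 table, the dimmest values of replicate 2 at 175.08 h lie above those of the other arrays. The lowest 1% of its probes was at 8.01, against 3.40 to 5.83 on the other 39. Rebuilding the table from the median signal with normexp and scaling gave values within 0.024 of it for this array and 0.11 for the others (log2). On this array 1 spot flagged as not uniform had a median signal of 104 and a local background of 5208, and leaving out flagged spots before the correction moved the mean background estimated by normexp from -130.8 to -18.1. The lowest 1% then stood at 6.17, still above the 5.93 of the highest other array, so this spot is not the whole cause, while 2998 probes of the array moved by over 1 (log2) and 0 of any other array. In the deposited table, the mean at 175.08 h moves by over 0.5 for 10.1% of the probes. In the values used here, the lowest 1% of this array was at 6.29, also above the highest other array. The count of genes between phases changed little, to 880 from the deposited values and 889 without this array. Within phase IV 1820 genes were called without it. Replicate 2 at 135.58 h, in phase I, was the highest of the other 39, with its lowest 1% at 5.83 in the deposited table. Its mean background estimated by normexp from the mean signal was -29.5, against -21.2 for replicate 2 at 175.08 h. A raised floor there would lift dim levels of phase I, and this array alone was not left out. With a replicate or a time point of phase I left out, AZF1 changed by -1.41 to -1.15 and YALI0C20977g by -0.88 to -0.58 (log2). No biological explanation was tested.

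Some TFs named in the paper are near the floor of the arrays, where a lower floor in phase IV could mimic a fall. Among genes within 0.5 (log2) of the same phase I level, 2.99% fell as far as AZF1, 0.505% as far as MGF1-like and 0.605% as far as YALI0A12925g, which argues against the floor as the cause for these 3, although their levels in phase IV are partly below detection. The level of YALI0A12925g was well above background on only 4 of the 30 arrays of phase IV. For YALI0C20977g the share was 9.16% and for OPI1 21.4%, so that for these a fall of the TF cannot be told apart from the spread of dim genes.

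The paper's ranks in phases I and IV are alike (rho = 0.823 between them over 30 TFs, from the paper's Supplementary Table 2), and both are close to the reverse of its ranks in the reference state (-0.867 and -0.927) and in phase II (-0.871 and -0.924), while these 2 are alike (0.955). Levels that are alike in phases I and IV would explain this, but 6 of the 8 TFs tested of the 9 at the top of both rankings changed past the threshold. Among these is YALI0C20977g, whose fall cannot be told apart from the spread of dim genes. With probes that do not pass the filter included, which alone gives YALI0E18161g a level, these 9 TFs had a mean level of 6.45 (log2) against 10.05 for the other 21 (permutation p = 2.00e-05), and 6 of the 9 and 0 of the 21 were under 7, YALI0E18161g among the 6. These are levels of different probes, so they decide nothing on an offset. A candidate explanation is an offset of dim against bright genes between the arrays of phases I and IV and the study's other arrays. Those arrays were not used here, so an offset cannot be told apart from a biological likeness of the 2 phases. A likeness in nitrogen supply is argued against, since the labels give a nitrogen to carbon ratio of 0.0923 to 0.1158 in phase I and of 0.0028 to 0.0323 at 9 of the 10 time points of phase IV.

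TFB2 (YALI0F30173g) changed by -0.41 from phase I to phase IV (adjusted p = 0.0157, but 0.117 without replicate 2, 0.0501 without 131.58 h and 0.0816 without 135.58 h), and its 2 probes differ by 1.95. Other TFs that the paper names rose, among them YALI0D14872g by 2.46, PPR1 by 1.64 and REI1 by 1.02 (log2; adjusted p = 1.94e-07, 4.16e-07 and 5.64e-04 from limma). The levels of RME1 and HOY1, which the paper describes as co-regulators, had r = -0.276 (permutation p = 0.444, adjusted p = 0.583) and rho = -0.321 (permutation p = 0.371, adjusted p = 0.546) within phase IV. RME1 did not differ between these time points beyond the spread of its replicates (range 0.40, adjusted p = 0.573 from limma's F-test). This r can therefore not tell whether RME1 and HOY1 are unrelated. HOY1 and MET32 had r = 0.690 (permutation p = 0.0259, adjusted p = 0.0837) and rho = 0.467 (permutation p = 0.176, adjusted p = 0.371), and r = -0.257 without the 2 time points farthest from the median level, so the relation rests on these.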
